# Deciphering genetic and nongenetic factors underlying tumour dormancy: insights from multiomics analysis of two syngeneic MRD models of melanoma and leukemia

**DOI:** 10.1186/s40659-024-00540-y

**Published:** 2024-09-03

**Authors:** Marie-Océane Laguillaumie, Sofia Titah, Aurélie Guillemette, Bernadette Neve, Frederic Leprêtre, Pascaline Ségard, Faruk Azam Shaik, Dominique Collard, Jean-Claude Gerbedoen, Léa Fléchon, Lama Hasan Bou Issa, Audrey Vincent, Martin Figeac, Shéhérazade Sebda, Céline Villenet, Jérôme Kluza, William Laine, Isabelle Fournier, Jean-Pascal Gimeno, Maxence Wisztorski, Salomon Manier, Mehmet Cagatay Tarhan, Bruno Quesnel, Thierry Idziorek, Yasmine Touil

**Keywords:** Tumour dormancy, Leukemia, Melanoma, Syngeneic model, Multiomics analysis, ChIP-seq, Whole exome sequencing, Copy number variation

## Abstract

**Background:**

Tumour dormancy, a resistance mechanism employed by cancer cells, is a significant challenge in cancer treatment, contributing to minimal residual disease (MRD) and potential relapse. Despite its clinical importance, the mechanisms underlying tumour dormancy and MRD remain unclear. In this study, we employed two syngeneic murine models of myeloid leukemia and melanoma to investigate the genetic, epigenetic, transcriptomic and protein signatures associated with tumour dormancy. We used a multiomics approach to elucidate the molecular mechanisms driving MRD and identify potential therapeutic targets.

**Results:**

We conducted an in-depth omics analysis encompassing whole-exome sequencing (WES), copy number variation (CNV) analysis, chromatin immunoprecipitation followed by sequencing (ChIP-seq), transcriptome and proteome investigations. WES analysis revealed a modest overlap of gene mutations between melanoma and leukemia dormancy models, with a significant number of mutated genes found exclusively in dormant cells. These exclusive genetic signatures suggest selective pressure during MRD, potentially conferring resistance to the microenvironment or therapies. CNV, histone marks and transcriptomic gene expression signatures combined with Gene Ontology (GO) enrichment analysis highlighted the potential functional roles of the mutated genes, providing insights into the pathways associated with MRD. In addition, we compared “murine MRD genes” profiles to the corresponding human disease through public datasets and highlighted common features according to disease progression. Proteomic analysis combined with multi-omics genetic investigations, revealed a dysregulated proteins signature in dormant cells with minimal genetic mechanism involvement. Pathway enrichment analysis revealed the metabolic, differentiation and cytoskeletal remodeling processes involved in MRD. Finally, we identified 11 common proteins differentially expressed in dormant cells from both pathologies.

**Conclusions:**

Our study underscores the complexity of tumour dormancy, implicating both genetic and nongenetic factors. By comparing genomic, transcriptomic, proteomic, and epigenomic datasets, our study provides a comprehensive understanding of the molecular landscape of minimal residual disease. These results provide a robust foundation for forthcoming investigations and offer potential avenues for the advancement of targeted MRD therapies in leukemia and melanoma patients, emphasizing the importance of considering both genetic and nongenetic factors in treatment strategies.

**Graphical Abstract:**

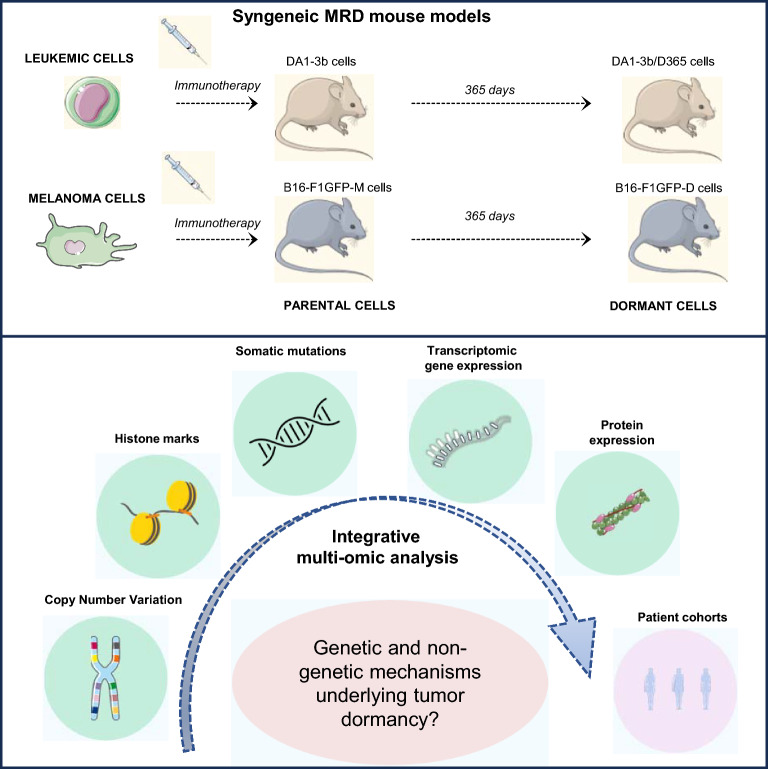

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40659-024-00540-y.

## Introduction

Tumour dormancy is one of the resistance mechanisms that tumour cells use to persist within the body for extended periods, spanning months to even years [1–3]. Their occurrence is observed in healthy individuals and cancer patients, and persists even after treatment [4, 5]. Dormant cancer cells are able to escape the immune system and resist therapies; this event is termed minimal residual disease (MRD) [1, 2, 6]. Given that tumour dormancy contributes markedly to relapse, a thorough knowledge of its mechanisms is crucial for developing effective therapeutic strategies aimed at improving patient outcomes.

MRD phenomenon has been described in both solid tumours and hematologic malignancies [1, 6]. Generally, intra- and interpatient tumour heterogeneity arises from mutations, which can impact patient outcomes and be useful prognostic indicators for therapeutic decisions. However, the specific influence of these mutations on tumour dormancy remains unclear. In addition, the limited number of studies describing MRD models did not reveal sufficient knowledge of tumour dormancy mechanisms [7]. Although studies have revealed robust specific signatures of dormant or residual cells, the data are often limited to DNA and/-or RNA sequencing minimizing the complexity between the MRD process and the immune system [8–10].

In this context, our laboratory has developed two syngeneic mouse models of myeloid leukemia and melanoma tumour dormancy. As previously described, these models were established through cellular vaccination with irradiated cells overexpressing interleukin-12 (IL-12) or granulocyte–macrophage colony-stimulating factor (GM-CSF), in leukemia and melanoma respectively [11, 12]. With the DA1-3b leukemic model, we isolated dormant cells at different time point during the MRD process [11]. Similarly, we established B16-F1 murine model of dormant melanoma cells [12]. In addition to the previously highlighted resistance features observed in dormant cells from these two models, such as immune check-point expression (DA1-3b) or a stem cell-like phenotype (B16-F1) [11, 12], a deep investigation at genetic and nongenetic level was needed to unveil the intricate process of MRD. Moreover, we have previously shown shared key pathways between melanoma B16-F1 and leukemia DA1-3b models related to their aggressiveness features [13]. Thus, we proposed here to decipher mechanisms underlying MRD in these two distinct models to unveil common processes and therefore a potential “universal” tumor dormancy signature, regardless of tissue origin.

Using these two MRD models, we conducted a multiomics analysis including whole exome sequencing (WES) followed by targeted deep sequencing, copy number variation (CNV), chromatin immunoprecipitation followed by sequencing (ChIP-seq), transcriptomic and proteomic analysis. This approach aimed to elucidate the mechanisms underlying MRD in an immune system context, in order to characterize the tumour dormancy complexity and clarify how genetic and/or nongenetic events could play a role in MRD. This investigation marks the initial attempt to perform a multiomics approach based on dormant cells from syngeneic mouse models, therefore emphasizing specific genetic and nongenetic signatures. In this study, we revealed the potential impact of mutated genes trough their transcriptomic gene expression and involvement in signaling pathways. Regarding the proteomic signature of dormant cells, we identified dysregulated proteins involved in crucial pathways such as metabolism, differentiation and cytoskeleton reorganization. Although these two MRD models featured distinct signatures, 11 proteins were found to be commonly dysregulated in the melanoma and leukemia dormancy models. We also compared the murine MRD signature with corresponding human disease public datasets and revealed common features, reinforcing the translational potential of our MRD models.

## Results

### Identification of significantly mutated genes in murine models of dormant leukemia and melanoma

To determine whether therapeutic resistance arises from persistent or MRD cells through genetic mechanisms, we first compared the results of WES of dormant murine melanoma and leukemia (B16-F1GFP-D and DA1-3b/D365, respectively) cells to those of their parental cells (B16-F1GFP-M and DA1-3b). WES identified 218,914 variants in the whole samples, leading to 22,602 variants after filtering for quality and the normal genetic background. Sorting Intolerant From Tolerant (SIFT) algorithm prediction identified 190 significantly mutated genes (SMGs) (Additional file 1; Table S1-a). The SMGs identified in our mouse models included well-described melanoma and leukemia oncogenes and tumour suppressors (*Muc4*, *Pten*, *Grin2a*, *Dnmt3a*, *Npm1* and *Flt3*) [14–16] reinforcing the WES validation and the subsequent filtering of SMGs.

To validate SMGs and monitor gene harbouring mutation during MRD process, targeted sequencing was subsequently performed at various timepoints of the dormancy period in both models. In the murine leukemia model, targeted mutation monitoring was performed on Day 60 and Day 365 of dormancy (DA1-3b/D60 and DA1-3b/D365 cells respectively). Similarly, dormant melanoma B16-F1 cells were analysed on Day 365 of dormancy (B16-F1GFP-D) and during subsequent “generation” in a cell-derived brain site (B16-F1GFP-DB#1, #2, and #3 cells).

Through Venn diagrams, we visualized the number of shared or exclusively mutated genes based on the dormancy or parental state and the tumour type (Fig. 1A). Although a limited number of genes harbour mutations (six genes) overlapped between the melanoma and leukemia dormancy models (Fig. 1A, B), a notable number of mutations were exclusively found in dormant cells from both models (Fig. 1A, B).

**Fig. 1:**
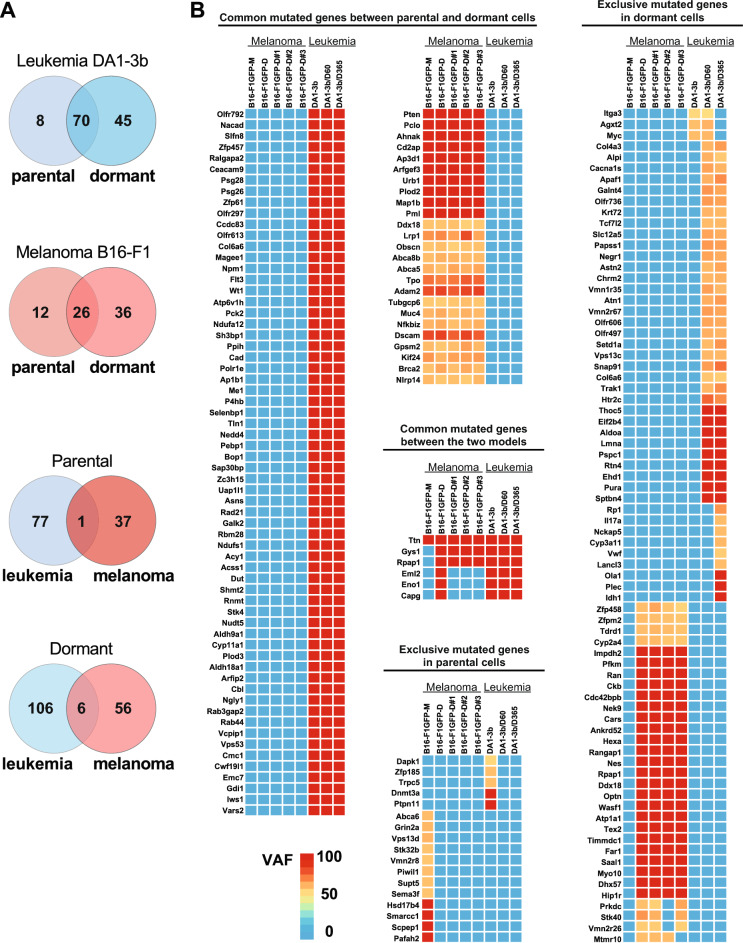
Genetic signatures of murine parental and dormant melanoma B16-F1 and leukemia DA1-3b cells. **A** Venn diagrams illustrating number of common or exclusively mutated genes according to the dormant state or the parental state or the tumour model. **B** Heatmaps showing genes bearing mutations in parental and dormant cells in melanoma B16-F1 and leukemia DA1-3b murine models. The colors in the heatmap correspond to the variant allelic frequency (VAF)

In dormant DA1-3b/D365 cells, among the “dormancy” exclusive mutated genes, we observed 42 mutations potentially resulting in amino-acid (AA) changes. One frameshift mutation and three nonsense mutations were detected in the *Pcpc1* (M443X), *Tcf7l2* (R442*), *Chrm2* (Q358*) and *Atn1* (Q153*) genes. Regarding exclusively mutated genes in dormant melanoma B16-F1GFP-D cells, we observed 34 mutations that may lead to AA changes, while two nonsense mutations were observed in the *Cars* (W416*) and *Stk40* (Q386*) genes (Additional file 1, Table S1-a).

Specifically, approximately 48% *vs*. 6% of the targeted sequenced genes exclusively exhibited mutations in dormant versus parental melanoma cells, while in leukemia cells, this ratio was approximately 34% vs 17%. Despite identifying various common genes with mutations in both dormant and parental states within each model individually (Fig. 1B), signifying shared molecular characteristics, the MRD status might preferentially select clones with specific mutated genes (distinct between our 2 MRD models) conferring potential resistance against the microenvironment or therapies. The presence of exclusive gene mutations in parental cells in both models suggests the potential existence of the original dormant clones among the parental counterparts. On the other hand, exclusive gene mutations in dormant cells may indicate two potential scenarios: the acquisition of additional mutations during the MRD process and/or the existence of original mutations in preexisting dormant clones that were not technically detected by targeted sequencing among the heterogeneous parental clones.

To assess mutation clonality, Variant Allelic Frequency (VAF), serves as a metric of the representing the fraction of alleles carrying a specific genetic alteration, thus acting as a surrogate for mutation clonality [17]. Most mutations detected within dormant cells in both models exhibited high VAF values (> 50–100%), indicating that a substantial portion of cells harbour specific genetic alterations or mutations.

When we examined the genetic evolution of MRD, we found that dormant melanoma B16-F1GFP-D cells exhibited consistent genetic characteristics regardless of the dormancy/MRD duration. The genetic mutation signatures in the second generation of dormant melanoma cells (B16-F1GFP-DB#1, B16-F1GFP-DB#2, and B16-F1GFP-DB#3) were similar to those observed during the initial stage of dormancy analysis (B16-F1GFP-D). Conversely, in the murine leukemia model, subtle but noticeable differences in the number of gene mutations (nine genes) were identified between Day 60 and Day 365 of the dormancy process (Fig. 1B). From a genetic evolutionary perspective, it appears that MRD in the melanoma model could emerge from a pre-existing clone selection, whereas in the leukemia model, mutations may arise during the dormancy period.

### Multi-omics analysis of mutated genes revealed potential genetic implication for the dormancy phenotype in leukemia and melanoma models

To better define the genetic signatures of the dormant cells from our two MRD models, we performed multiomics analysis and integrated the resulting CGH analysis (CNV), CHiP-seq (histones post-translational modifications), and transcriptomic gene expression data (Fig. 2, Additional file 1, Table S1-b).

**Fig. 2:**
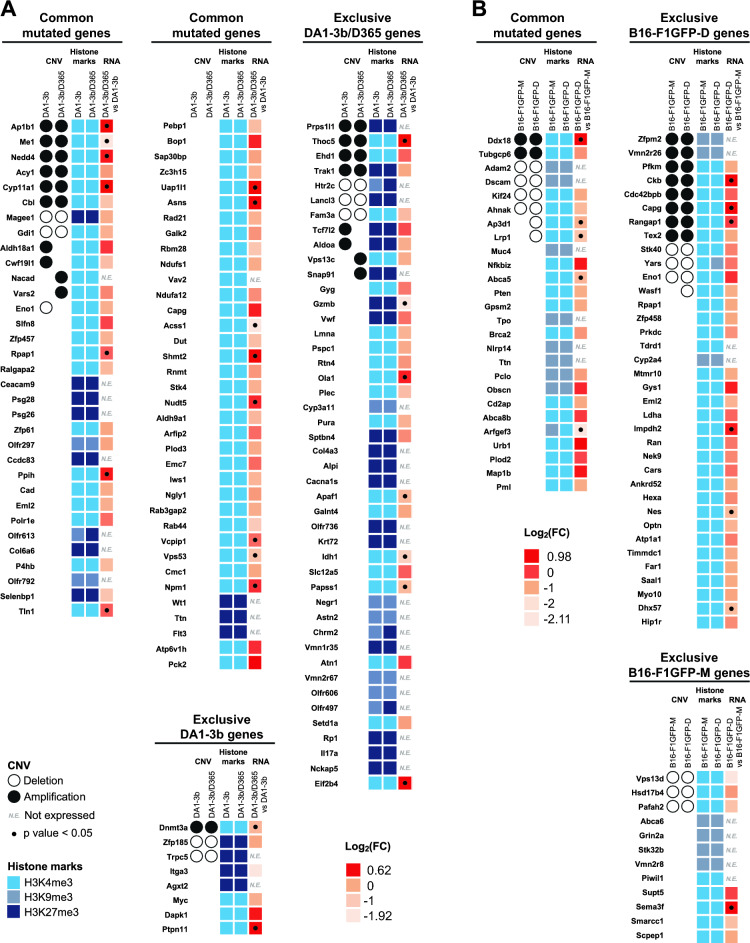
Heatmaps of the results of the CNV, histone marks, and transcriptomic gene expression analyses of MRD mutated genes. The CGH results are represented by a black circle for amplification, while deletions are denoted by an empty circle. H3K4me3 epigenetic active codes are depicted in bright blue, H3K9me3 in grey‒blue, and H3K27me3m in navy blue. Transcriptomic gene expression is depicted by a colour gradient relative to Log_2_ (fold change) varying from light orange for lower expression to red for higher expression. The fold change represents differential gene expression between dormant and parental cell conditions. Significant transcriptomic values (p < 0.05) are indicated with a dot. Each experiment was repeated three times. **A** Heatmap of the leukemia model DA1-3b. **B** Heatmap of the B16-F1 melanoma model

Although the global CNV pattern at the arm level did not differ between dormant and parental cells in either model (Additional file 2, Fig.S1), several focal segments containing genes harbouring mutations were differentially amplified, deleted, or without any CNV alterations between the two conditions (parental and dormant status) (Additional file 1, Table S1-b).

We first analysed the DA1-3b leukemia model and among the 70 commonly mutated genes in dormant leukemia DA1-3b/D365 and parental DA1-3b cells, ten genes (*Ttc7b*, *Dnmt3b*, *Ap1b1*, *Ne1*, *Nedd4*, *Acy1*, *Cyp11a1*, *Htr2c*, *Magee1* and *Gdi1*) were amplified in dormant and parental cells (Fig. 2A). In addition, CNV loss was observed for *Magee1* and *Gdi1* regardless of the parental or dormant status of the cells. For 55 mutated genes, no amplification or deletion was noted in either dormant or parental leukemia cells. These observations highlighted the minimal impact of tumour dormancy on CNV for these indicated mutated genes.

In contrast, we identified CNV alterations of several mutated genes according to the dormant or parental status of the leukemic cells, signifying a specific genetic signature of dormant cells. For instance, *Aldh18a1* and *Cwf19l1* commonly mutated genes exhibited CNV amplification exclusively in the parental cells, while *Vars2* and *Eno1* showed exclusive amplification in the dormant cells and CNV loss in the parental cells respectively. Among the genes exclusively mutated in DA1-3b/D365 dormant cells, four genes (*Trak1*, *Prps1l1*, *Thoc5* and *Ehd1*) were amplified and three genes (*Lancl3*, *Fam3a* and *Htr2c*) shared by parental and dormant cells were deleted. Furthermore, the *Tcf7l2* and *Aldoa* genes displayed CNV amplification exclusively in the parental cells, while the *Vps13c* and *Snap91* genes were exclusively amplified in the dormant cells. Finally, for genes exclusively mutated in parental DA1-3b cells, two genes (*Zpf185* and *Trpc5*) exhibited deletions in both parental and dormant cells. Overall, integrative analysis of several commonly or exclusively mutated genes with differential CNV alterations according to the dormant or parental status of the leukemic cells allowed us to highlight/reveal genetic process (mutation pattern and CNV) for a subset of genes in the tumour dormancy or MRD context.

As we conducted WES to identify variants, except for mutations that lead to a nonsense AA, uncovered and filtered mutations were not found to be associated with regulatory sequences and therefore not directly linked to gene expression regulation. In contrast, the description of CNV signature of mutated genes in dormant leukemic cells may have a strong impact on gene expression.

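Total RNA of DA1-3b parental cells and DA1-3b/D365 dormant cells, a line isolated after a long period of dormancy in mice, was labelled with Cy3 and hybridized to mouse gene expression arrays. On such an array, the brightness of a spot reports how much RNA of the matching transcript the cells held. The comparison thus shows which genes are transcribed and which differ between the line isolated from dormancy and the parental line. The paper states that the dormant cells were grown in culture after isolation and were proliferating. Each state is represented by a single line, so the replicate arrays do not measure the spread between dormant isolates. A dormancy change here means a difference between such cultured lines. The authors deposited the signal of every spot after background subtraction by the scanner software, without scaling between arrays, for 4 arrays of DA1-3b and 3 arrays of DA1-3b/D365. These arrays stand in a series other than the one that the paper's text names. The titles of the 4 parental arrays do not name DA1-3b, and reading them as this line is inferred from the single leukemia comparison that the paper describes. Each array carries 59305 spots besides its controls, and between 49.5% and 54.5% of the spots of these 7 arrays were well above the background. Signals were expressed on the log2 scale relative to the 75th percentile of their array, and each gene was represented by its brightest probe. A gene was tested when its probe was well above the background on at least 3 arrays, which left 23038 genes and unnamed transcripts. With limma and Benjamini-Hochberg adjustment over all of them, 249 had an adjusted p under 0.05, of which 115 were higher and 134 lower in DA1-3b/D365. At an unadjusted p under 0.05 the count was 1613. The number of arrays limits the precision of these counts. Without DA1-3b/D365 replicate 1, 119 genes passed (40 higher and 79 lower), and 130 without its replicate 3 (40 and 90). There were 133 without its replicate 0 (43 and 90) and 159 without DA1-3b replicate 2 (78 and 81). Asking for a signal above the background on every array gave 105 genes, the lowest count of the alternatives at the same threshold. The dormancy change was also not the only division of these arrays with many genes: DA1-3b replicates 0 and 3 with DA1-3b/D365 replicate 3, set against the other 4 arrays, gave 1192.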

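The 10 largest fitted changes, among genes whose arrays of one line all lay above those of the other, went in both directions. For a gene at the background in a line the fitted value is not a measured size, so this ranking is uncertain. *Ass1*, measurable in both lines with a log2 fold change of 5.33, is outside the list. *Klk8* is in it, although its change is only known to be at least 3.07 on the log2 scale. *Rab38* was at least 50.3-fold lower in DA1-3b/D365 and *Ddc* at least 35.4-fold lower, since the brightest probe of neither was above the background on any array of the dormant line. *Uaca* was lower by at least 11.1-fold and *Klk8* by at least 8.39-fold on the same grounds. The brightest probes of *Cd200r2*, *Ugt1a6b*, *Il1rl1* and *Cth* were not above the background on any DA1-3b array, and their bounds in DA1-3b/D365 were at least 22.5-fold, 16.1-fold, 16.1-fold and 10.9-fold higher. The bounds of *Il1rl1* and *Ugt1a6b* hold for that probe alone: the mean of all probes of *Il1rl1* gave a log2 fold change of 2.63 that was not past the threshold, and another probe of *Ugt1a6b*, above the background on 4 of the 7 arrays, gave 2.18. *Intu* was measurable in both lines, at a log2 signal of 2.93 ± 0.39 (SD) in DA1-3b/D365 and -3.30 ± 0.49 in DA1-3b, a log2 fold change of 6.23 (standard error 0.31, adjusted p = 9.03e-05 from limma). *F13a1* completed the list, with lower RNA in the dormant line.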

To better understand the functional impact of the genetic signature (mutations and CNV) in the MRD process and uncover the regulatory mechanisms governing the expression of mutated genes, we performed additional analyses of epigenetic patterns combined with transcriptomic gene expression data. Regarding the epigenetic signature among mutated genes in the leukemia model, we focused on histone posttranslational modifications such as H3K4, H3K9, and H3K27 trimethylation (-me3) which reflect active (H3K4) and repressive (H3K9 and H3K27) gene transcription, respectively [18]. The greatest enrichment of H3K4me3 epigenetic modifications was observed for mutated genes shared by both parental and dormant cells. Among genes exclusively mutated in DA1-3b/D365 dormant cells, 40% (18 out of 45) were enriched with H3K27me3 modifications, a pattern conserved in both dormant and parental cells. In contrast, for genes that were exclusively mutated in the parental DA1-3b cells, 50% (four out of eight) displayed H3K27me3 repressive histone marks, while the remaining genes exhibited H3K4me3 active pattern. 

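Whether a gene was transcribed was read from the scanner software, which marks each spot whose signal lies well above the local background. A mutated gene was called detected when any of its probes carried this mark on at least 50% of the arrays of DA1-3b or of DA1-3b/D365. The histone marks were taken from Table S1-b. H3K27me3 was read from the mark in DA1-3b/D365 and H3K9me3 from the mark in DA1-3b, while H3K4me3 had to be present in both lines. A gene whose repressive mark differed between the lines could thus enter both repressive sets.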

As histone marks are closely related to the regulation of gene expression, we examined transcriptomic gene expression and observed its variability among mutated genes mainly according to the corresponding epigenetic pattern. 

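Of the 36 mutated genes with H3K27me3, 29 were not detected in either line (80.6%), and of the 11 with H3K9me3, 9 were not (81.8%). Among the mutated genes with H3K4me3 in both lines, 80 of the 81 had a probe on the array, and none of these 80 was without RNA. Each repressive mark differed from H3K4me3 beyond chance (Fisher's exact test, two-sided, p = 4.58e-21 for H3K27me3 and 7.02e-11 for H3K9me3). When the mark of the scanner software was replaced by its more permissive call of a positive and significant signal, 23 genes with H3K27me3 and 7 with H3K9me3 were not detected. Leaving out any of the 7 arrays changed none of these 3 counts.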

As expected, 26 out of 36 and seven out of 11 mutated genes enriched with H3K27me3 and H3K9me3 repressive epigenetic code, respectively, displayed no RNA transcription, while only two out of 81 mutated genes enriched with H3K4me3 active marks showed no transcriptomic gene expression (Fig. 2A).

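The difference between the lines was estimated for the 89 mutated genes that were bright enough to be tested. None passed the adjusted threshold in limma, whether adjusted over all genes or adjusted over the list alone, and at an unadjusted p under 0.05, 9 were higher and 5 lower in DA1-3b/D365. Their median log2 fold change was 0.08. Ranked by log2 fold change, *Ptpn11* came first, *Pck2* second with 0.62 (standard error 0.20) and *Shmt2* after it with 0.54 (0.19). *Pck2* was higher on every DA1-3b/D365 array than on every DA1-3b array (exact permutation test, two-sided, p = 0.029, the smallest that 1 of 35 divisions allows). *Bop1* had the rank 6, *Asns* 11, *Npm1* 16 and *Nudt5* 18, with log2 fold changes of 0.49, 0.42, 0.35 and 0.35. The value of *Npm1* rested on its brightest probe: another of its probes gave -0.05, and without DA1-3b/D365 replicate 0, where a different probe was the brightest, the change was -0.04. *Eno1* had one of the brightest signals, 7.19 ± 0.34 (SD) in DA1-3b/D365 and 7.32 ± 0.44 in DA1-3b, and a log2 fold change of -0.14 (standard error 0.29). The self-test on simulated changes shows the limit of these arrays: of 50 genes given a log2 change of 0.5, none was recovered at the adjusted threshold, and of 50 given a change of 1, 12%.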

Notably, in the DA1-3b/D365 dormant cells, the mutated genes whose expression was most strongly compared to that in the parental cells, included *Nudt5*,* Shmt2*,* Asns*,* Pck2*,* Eno1*,* Npm1*, and *Bop1*, with the first five genes known for their involvement in metabolic pathways. 

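*Thoc5* had a log2 fold change of 0.46 (standard error 0.18, adjusted p = 0.629 from limma), with all DA1-3b/D365 arrays above all DA1-3b arrays (exact permutation test, two-sided, p = 0.057). *Ola1* rose by 0.28 (standard error 0.17), although the probes of this gene ranged from -0.09 to 0.28. *Eif2b4* had a log2 fold change of 0.10 (standard error 0.20), and its replicates of the lines overlapped, while its other probe gave 0.60 and the mean of all its probes 0.35.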

*Thoc5, Eif2b4*, and *Ola1* overexpressing mutated genes were found exclusively in DA1-3b/D365 dormant cells. In contrast, among genes exclusively mutated in the DA1-3b parental cells, *Ptpn11 *and *Dapk1* were the most highly expressed genes (Fig. 2A). 

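*Ptpn11* had a log2 signal of 4.47 ± 0.06 (SD) in DA1-3b/D365 and 3.85 ± 0.18 in DA1-3b. Its log2 fold change of 0.63 (standard error 0.16) was the highest of all mutated genes tested, with an adjusted p of 0.259 from limma, and every dormant array lay above every parental array. *Dapk1* was far dimmer, at -0.94 ± 0.18 in DA1-3b/D365 and -1.38 ± 0.36 in DA1-3b, and its log2 fold change was 0.45 (standard error 0.23, adjusted p = 0.853 from limma). The spread of *Dapk1* among the parental arrays came mostly from DA1-3b replicate 0, at -1.92.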

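To relate RNA to copy number, the genes of Table S1 with a call in both leukemia lines were divided by whether the call differed between DA1-3b/D365 and DA1-3b. The 35 genes with a differing call had a median log2 fold change of 0.04 and the 165 genes with the same call 0.12 (permutation test of the difference of medians, two-sided, p = 0.25). The 7 genes with a gain in the dormant line relative to the parental line had a median of 0.02 (permutation test, p = 0.38). The 28 genes with a relative loss had a median of 0.14 (permutation test, p = 0.79). With quantile normalization the difference of medians between differing and same calls was 0.01 in place of -0.08. These are comparisons across genes, which are not independent replicates.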

Although the expression of mutated genes may have an impact without overexpression, these upregulated mutated genes were predominantly not related to CNV gain or loss pattern differences highlighting a further complex mechanism or combined nongenetic and genetic mechanisms contributing to the MRD phenomenon.

A similar multiomics approach was conducted with the identified mutated genes in the murine melanoma MRD model. Among the 26 shared mutated genes in melanoma B16-F1GFP-D and B16-FGFP-M cells, two genes (*Ddx18* and *Tubgcp6*) were amplified in both parental and dormant cells (Fig. 2B). CNV loss was observed for the *Adam2, Dscam, Kif24* and *Ahnak* genes in both parental and dormant cells. No genomic alterations were revealed in either dormant or parental melanoma cells for 18 commonly mutated genes including oncogenes or tumour suppressor genes such as *Pten*, *Brca2*, or* Pml*. As observed for the leukemia MRD model, our results revealed a minimal impact of melanoma dormancy on CNV for these particular mutated genes.

Conversely, the two *Lrp1* and *Ap3d1* mutated genes shared by in both dormant and parental cells, exhibited CNV deletions exclusively in dormant cells. Among genes exclusively mutated in B16-F1GFP-D dormant cells, eight genes (*Zpfm2*,* Vmn2r26*,* Pfkm*,* Ckb*,* Cdc42bpb*,* Capg*,* Rangap1* and *Tex2*) were amplified, and three genes (*Stk40*,* Yars* and *Eno1*) shared by parental and dormant cells were deleted. In addition, *Wasp1* displayed CNV deletion exclusively in dormant cells. With respect to genes that were exclusively mutated in the parental B16-F1GFP-M cells, three genes (*Vps13d*,* Hsd17b4* and *Pafah2*) exhibited deletions in both the parental and dormant cells. As observed in the leukemia model, identification of several mutated genes combined with differential CNV alterations according to the dormant or parental status highlighted genetic involvement underlying the MRD context.

We next adopted a similar strategy for the melanoma model and performed additional analysis regarding epigenetic patterns combined with transcriptomic gene expression. 

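RNA of the B16-F1GFP-M parental cells and of the B16-F1GFP-D dormant cells was measured on the same kind of array, with 3 arrays of B16-F1GFP-M and 4 of B16-F1GFP-D. The fold changes in Table S1 are closest to those of B16-F1GFP-D replicates 0, 1 and 3: across 254 genes the median absolute difference from the table was 0.0214 with these 3 arrays and 0.115 with all 4, each after the same background correction. Replicate 2 is therefore read as the array that the paper's values do not include, and the paper's text gives no reason for this. On replicate 2, 90.3% of the spots were well above the background, against 46.0% to 55.8% on the other 23 arrays of the study. Values at the melanoma results are given first without replicate 2 and then with it.

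**Figure D1:**
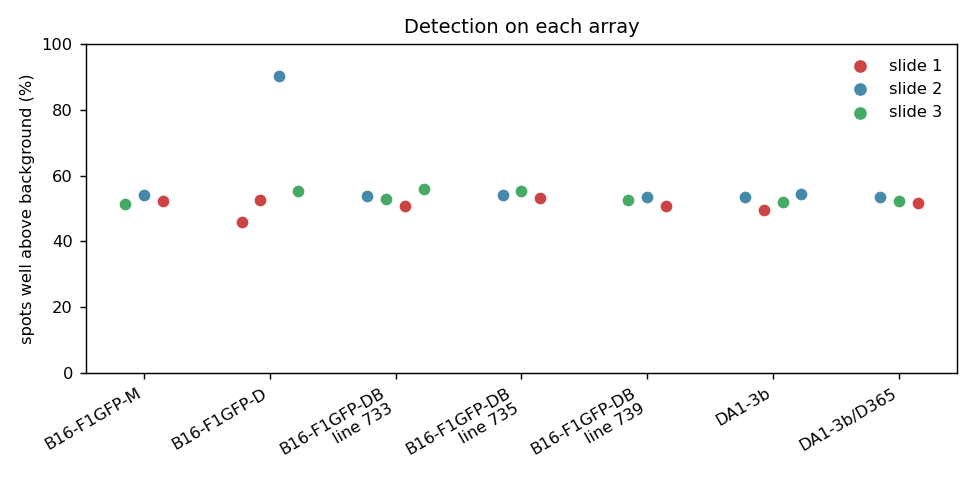
Percentage of spots well above the background on each of the 24 arrays, grouped by cell line, with 1 point per array coloured by the slide it was on. B16-F1GFP-D replicate 2, at 90.3%, lies apart from all other arrays, which sit between 46.0% and 55.8%.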

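The spread of each gene was estimated over all melanoma arrays, those of the second generation of dormant cells included. Without replicate 2, 24318 genes and unnamed transcripts were tested and 877 had an adjusted p under 0.05, with 490 higher and 387 lower in B16-F1GFP-D. With all 4 dormant arrays, 729 of 25047 passed, 389 higher and 340 lower, and 3366 had an unadjusted p under 0.05. Including the slide as a block raised the count to 1335, while a fit of the 2 lines alone gave 104. Single arrays decided much of it: the count was 1195 without B16-F1GFP-D replicate 0, 358 without B16-F1GFP-M replicate 1 and 390 without B16-F1GFP-M replicate 2. Quantile normalization lowered the median of all genes by 0.14, from 0.04 to -0.10, and changed the split to 330 higher and 423 lower. Among the 10 largest fitted changes, with all dormant arrays apart from all parental arrays, 9 were higher in B16-F1GFP-D. Without replicate 2, *Myl9* was at least 32.7-fold higher and *Ctf1* at least 11.0-fold, as neither was above the background on any B16-F1GFP-M array. The same held for *Col4a1*, *Hapln1*, *Emilin1* and *Olfml1*, with bounds of at least 9.55-fold, 7.84-fold, 7.65-fold and 7.19-fold higher. With replicate 2 the bounds of these 6 genes, in the same order, were 31.0-fold, 12.4-fold, 9.31-fold, 9.23-fold, 8.49-fold and 8.07-fold. *Pnma2*, *Gsta4* and *Fkbp10* had log2 fold changes of 5.02, 4.63 and 4.79 without replicate 2, and 4.93, 4.70 and 4.69 with it. The other probe of *Pnma2*, above the background on all 7 arrays, gave 0.27 with it, so the change of this gene rests on 1 probe. Only 1 of the 3 B16-F1GFP-M arrays was above the background for *Gsta4*, so the size of its change is uncertain. *Nrk* was at least 10.3-fold lower in B16-F1GFP-D without replicate 2, and fell by 4.69 on the log2 scale with it, a value of uncertain size since replicate 2 was the only B16-F1GFP-D array above the background for this gene.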

The greatest enrichment of H3K4me3 epigenetic modifications was observed with 17 mutated genes shared by both parental and dormant cells. Among the genes exclusively mutated in the B16-FGFP-D dormant cells, 8% (three out of 36) were enriched with H3K9me3 modifications, a pattern conserved in both cell lines. In contrast, for genes exclusively mutated in parental DA1-3b cells, 30% (four out of 13) displayed H3K9me3 repressive histone codes, while the remaining genes exhibited H3K4me3 active marks. As expected, 13 out of 15 mutated genes enriched with the H3K9me3 repressive epigenetic code demonstrated no transcriptomic gene expression. In comparison, only one out of 56 mutated genes enriched with the H3K4me3 active mark were not detected (Fig. 2A).

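Of the 15 mutated genes with H3K9me3 in both melanoma lines, 13 had a probe on the array and 12 of these were not detected in either line without replicate 2, by the same rule of 50% of a line's arrays. With replicate 2 the count was 11. With all 4 dormant arrays, 3 genes were not detected when a signal well above the background on any single array sufficed, and 4 with the more permissive call of a positive and significant signal. These rules were not tried without replicate 2.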

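Of the 57 mutated genes with H3K4me3 in both lines, all had a probe and 55 were detected in B16-F1GFP-M or B16-F1GFP-D. The 2 that were not stayed at 2 when any single array was left out. The share without RNA differed from that of the genes with H3K9me3 (Fisher's exact test, two-sided, p = 1.08e-10 without replicate 2 and 2.64e-09 with it). With the genes that lack a probe counted as detected, the exact p was 2.45e-09 and 3.11e-08.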

Overall, although the global CNV and/or epigenetic profiles were essentially identical between dormant and parental cells in both leukemia and melanoma models, the identification of specific mutated gene signatures in dormant cells associated with a differential CNV pattern can highlight the genetic mechanisms underlying the MRD phenomenon. The functional impact of the identified mutated genes and/or the regulation of their expression may shape the dormant cell phenotype in both MRD models. Despite the fact that tumour dormancy involved equivalent genetic implication in both models, i.e., not identical mutated genes but rather similar multiomics signature, we observed a significant difference in the percentage of mutated gene exclusively expressed in dormant cells: 89% vs. 56% in leukemia and melanoma respectively.

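Among the genes mutated only in the dormant line, 23 of 44 were detected in DA1-3b/D365, or 52.3% (95% Wilson interval 37.9% to 66.2%). In melanoma, 32 of the 35 on the array were detected in B16-F1GFP-D, or 91.4% (77.6% to 97.0%). Both intervals cover counting error only. Leaving out any array of either dormant line changed neither share, B16-F1GFP-D replicate 2 included. Table S1-b itself holds an RNA value for 24 of these leukemia genes (54.5%) and 32 of the 36 melanoma genes (88.9%). The shares differed between the models (Fisher's exact test, two-sided, p = 0.000171). Table S1-b lists 1 leukemia gene fewer than the text and lacks the name of 1 melanoma gene, and with both set against the difference the exact p was 0.000636. From the expression of exclusively mutated genes in the models, the paper concludes that the share expressed in dormant cells differs between leukemia and melanoma. The higher share is that of leukemia in the paper and that of melanoma here. The difference found here thus runs against the paper's direction.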

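Without replicate 2, 59 mutated melanoma genes were tested, and *Ckb* was higher and *Arfgef3* and *Dhx57* lower past the adjusted threshold over all genes. When adjusted over the list alone, 4 were higher and 2 lower, and at an unadjusted p under 0.05, 11 were higher and 7 lower. With replicate 2, 61 genes were tested, of which *Arfgef3* and *Dhx57* passed over all genes, and 1 higher and 2 lower when adjusted over the list alone. Without B16-F1GFP-D replicate 0, 6 passed over all genes. *Arfgef3*, *Dhx57* and *Ckb* are named because so few genes passed, a choice made after their values were seen. *Arfgef3* had a log2 fold change of -1.88 (standard error 0.15, adjusted p = 9.41e-06 from limma) without replicate 2. *Lrp1* and *Ap3d1*, which carry a deletion in the dormant cells, had log2 fold changes of -0.83 (standard error 0.26, adjusted p = 0.117) and -0.35 (standard error 0.14, adjusted p = 0.205) in limma. With replicate 2 they were -0.52 and -0.48, and *Ap3d1* passed the adjusted threshold only with the slide as a block, at -0.52, or without B16-F1GFP-D replicate 0, at -0.58.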

### Mutated genes were involved in signalling pathways

In our study models, we first defined GO based on the molecular functions, biological pathways, and cytological components associated with gene products. By conducting GO enrichment analysis, we aimed to elucidate how genes with mutations in both parental and dormant cells in the MRD models are functionally linked.

Our results revealed 12 significantly enriched terms for commonly mutated genes in parental leukemia cells and two in parental melanoma cells. Additionally, only genes with mutations in dormant cells were significantly enriched in two and nine pathways in the DA1-3b/D365 and B16-F1GFP-D models, respectively. Interestingly, no enrichment was observed among exclusively mutated genes in melanoma parental cells, except for one significant GO term in leukemia DA1-3b counterpart cells (Fig. 3A, B).

**Fig. 3:**
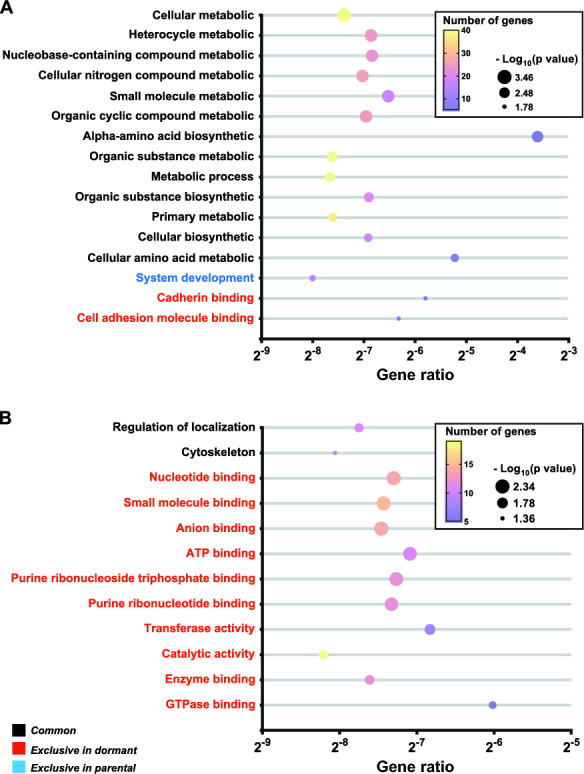
Bubble plots of pathway enrichment analysis with MRD mutated genes in the DA1-3b (**A**) and B16-F1 (**B**) models. Pathways are classified (colours black, red and blue) according to the common and exclusive mutated genes in the dormant and parental cells. The number of genes indicates the number of mutated genes enriched in the pathway (colour plasma gradient). The “Gene Ratio” indicates the ratio of enriched mutated genes to background genes. Bubble size is according to the p value (−Log_10_ scale) of pathway enrichment

The exclusively mutated genes in DA1-3b/D365 cells were enriched in biological functions such as “cadherin binding” and “cell adhesion molecule binding”. The exclusively mutated genes in B16-F1GFP-D were enriched in various biological functions, including “small molecule binding,” “nucleotide binding,” “catalytic activity,” and “enzyme binding”.

### Genetic profiles of the “murine MRD mutated gene signature” in human leukemia and melanoma diseases

To determine the possible implication in human disease of the mutated genes through our murine MRD models, we analysed the frequency of mutations in these in human acute myeloid leukemia (AML) and primary and metastatic melanoma tumours. The results were extracted from several patient cohorts (n = 207 for AML patients and n = 489 for melanoma patients) in public datasets (GDC portal) that combined exome sequencing data. The frequencies of mutated genes in human samples among the genes found to be mutated in murine models of leukemia (Fig. 4A) or melanoma (Fig. 4B) were noted (Additional file 1, Table S1-c).

**Fig. 4:**
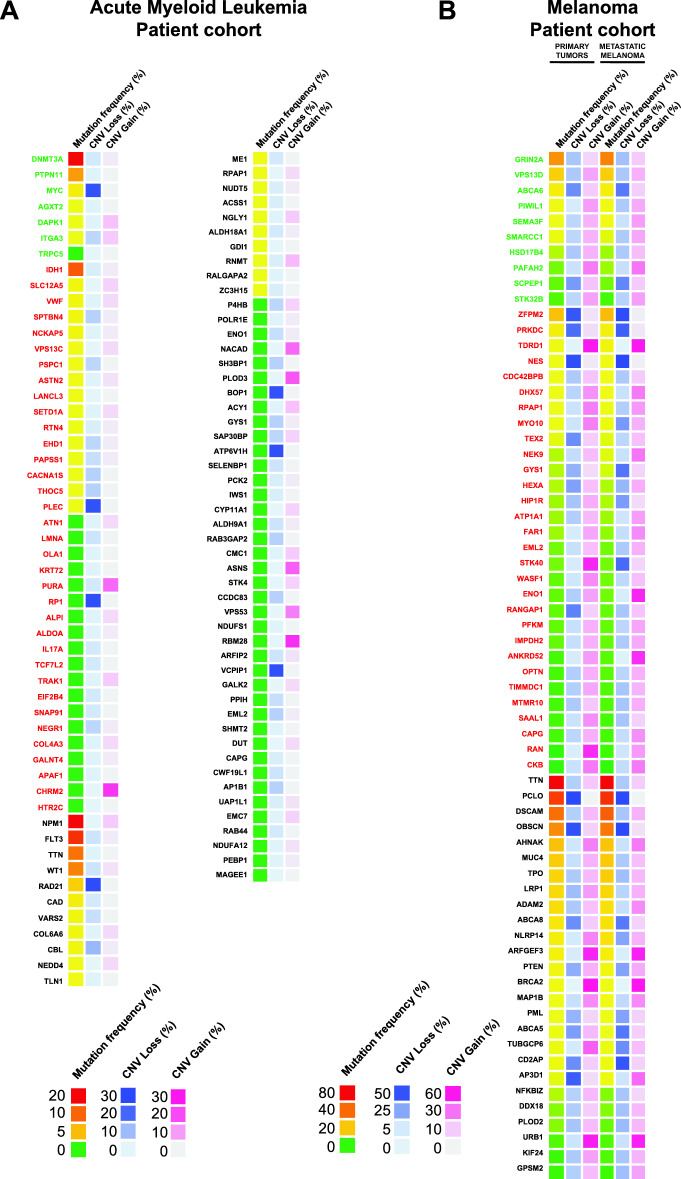
Heatmaps of “MRD genes” corresponding to genetic profiles in human AML (**A**) and melanoma (**B**) patients. The frequencies of mutated genes and associated CNVs (loss and gain) are expressed as percentages and reflect the number of patients affected among the total patients in the corresponding AML and melanoma patient cohorts (n = 207, n = 489 for AML and melanoma, respectively). The values are represented by a distinct colour gradient. For human melanoma samples, the results are represented according to the stage of disease progression, i.e., primary or metastatic tumours. The data were extracted from the public domain GDC portal (NIH Institute) version 1.0. In the indicated list, commonly mutated genes are indicated in black letters, genes exclusive to dormant cells are shown in red letters, and genes exclusive to parental cells are displayed in green letters

Only data corresponding to the diagnosis of AML were documented. Among the genes exclusively mutated in the dormant model, only the *IDH1* gene was highly frequently mutated (10.63%) in human AML samples while the remaining genes were mutated either at a low frequency (under 1.5%) or not at all (Fig. 4A). Although several genes (40 genes) identified among commonly mutated genes in murine dormant and parental cells were not genetically affected in human AML, a substantial number of genes (21 genes) displayed mutations, including 6 genes with moderate to high frequencies. As expected, the most frequently mutated genes were *DNMT3A* (19.32%) and *NPM1* (20.29%), followed by *FLT3* (13.53%) which is consistent with the AML mutation landscape [14] as shown in Additional file 1, Table S1-d, reinforcing the relevance of our DA1-3b leukemia model for future translational applications in humans. Additionally, *PTPN11* (6.76%) was one of the most frequently mutated genes in human AML samples and was also exclusively mutated in the murine parental model. In the literature, *PTPN11* is notably described for its significant role in leukemia development, where its mutations can lead to hyperactivation, causing proliferation of leukemic cells, therapy resistance, and survival [19].

Interestingly, despite the lack of mirroring regarding mutations in human AML, CNV analysis revealed that several genes mutated exclusively in dormant cells or under both conditions, were either amplified or deleted in human AML. Indeed, *PURA* (16.35%), *CHMR2* (23.08%), *NACAD* (16.35%), *PLOD3* (18.27%), *ASNS* (17.31%), *VPS53* (13.46%), and *RBM28* (24.04%) were particularly altered with CNV gain. Conversely, the *PLEC* (25.96%), *RP1* (26.92%), *RAD21* (27.88%), *BOP1* (25.96%), *ATP6V1H* (26.92%), and *VCPIP1* (26.92%) genes were strongly associated with CNV loss (Fig. 4A). Interestingly, the uncovered CNV alterations of these particular genes in human AML patients even at the time of diagnosis reinforced the impact of these “dormancy” gene signatures.

We next explored the mutation frequencies of “murine MRD genes” in human melanoma samples across all conditions, including primary tumour and metastatic stages (Fig. 4B). Overall, a similar trend was observed regardless of the condition (primary tumours, and metastatic melanoma). The most frequently mutated genes in human melanoma were those mutated in parental and dormant mouse cells (common genes), with up to 80% mutation rates for *TTN*, followed by *PCLO* (> 52%), *DSCAM* (approximately 40%), and *OBSCN* (approximately 34%). *GRIN2A* followed among genes exclusive to the parental cells (approximately 32%). These genes are frequently mutated in human melanoma (Fig. S2), reinforcing the relevance of our B16-F1 murine model. Interestingly, several exclusively mutated genes in murine dormant cells such as *ZFPM2*, *PRKDC*, *TDRD1*, *NES*, *CDC42BPBD* and *HX57*, exhibited moderate to high frequencies of mutation in human melanoma.

Although the mutation frequency did not vary according to disease stage, the results were largely the same for CNV gains and losses. However, a substantial number of genes appeared to stand out. In the context of CNV gain, exclusively mutated genes in dormant cells such as *TEX2* were associated with a decrease in metastasis, as was *RANGAP1* (lack of 15%). Conversely, *STK40* showed an increase in metastasis (30.5%). Commonly mutated genes, such as *AP3D1*, demonstrated a pronounced disparity, with a significantly greater percentage observed in primary tumours (38% vs. 8% in metastatic stage). In the context of CNV loss, the analysis revealed notable patterns for “murine MRD genes”. *STK40* exhibited a disparity, as it increased in primary tumours (53.08%), such as *RAN* (49.66%). In contrast, *ENO1* showed a substantial increase (51.72%) in metastases, as did *ANKRD52* (47.48%). These findings underscore the diversity of CNV gains and losses in “murine MRD genes”.

Even though analysis at the metastatic stage does not perfectly mimic the MRD signature in human melanoma, it helps to highlight genetic patterns of cells that have survived to anticancer treatment and/or in different microenvironments compared to those of primary tumours. Although the “murine MRD genes” mutation signature was not clearly enriched in human melanoma metastasis, this analysis revealed that for a few genes, the associated CNV alterations were correlated with the metastatic stage of the disease.

### Differential protein expression in dormant leukemia DA1-3b/D365 cells sheds light on a distinct dominant nongenetic process in MRD

As the functional impact of the genetic signature reflected by expression of mutated genes could not define the exclusively dormant cell phenotype, we next conducted proteomic signature analysis of dormant leukemic cells to uncover potential differential and exclusive protein expression. We questioned which proteins were dysregulated in dormant cells and if identified mutated genes were expressed at the protein level and/or overlapped with the differentially proteins expressed.

Hence, mass spectrometry (MS) was used to analyse protein expression variations in dormant leukemia DA-1b/D365 cells. A total of 2,182 proteins were identified, with 118 proteins displaying significant differences in expression levels (p < 0.01) between DA1-3b/D365 and DA1-3b cells. Notably, 26 proteins were uniquely expressed in parental cells, while 25 proteins were exclusively detected in dormant cells (Fig. 5A) (Additional file 1, Table S1-e). Among 118 proteins with altered expression, 56 were upregulated, whereas 63 were downregulated specifically in dormant cells (Fig. 5B) (Additional file 1, Table S1-e).

**Fig. 5:**
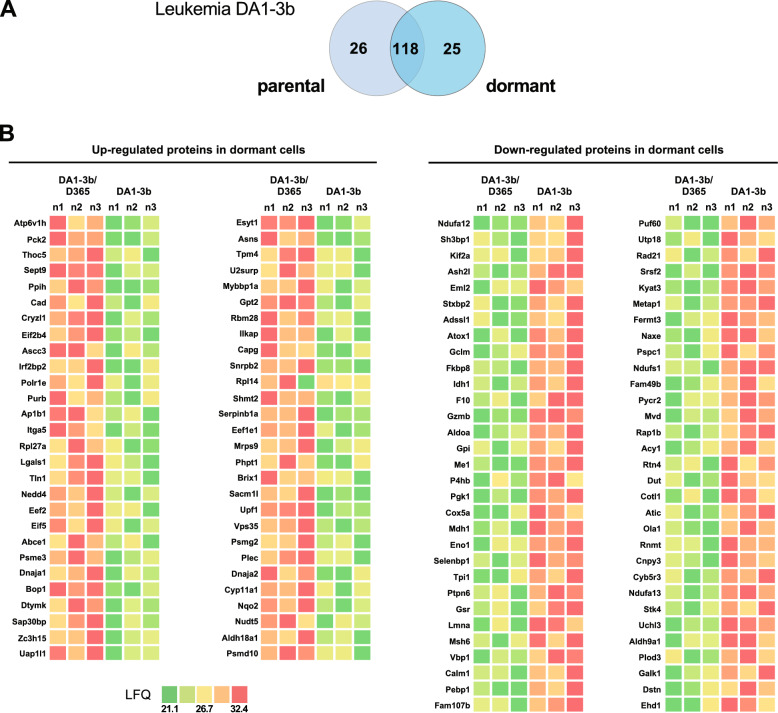
Differential protein expression analysis in dormant leukemia DA1-3b cells compared to their parental cells. **A** Venn diagrams illustrating the number of commonly dysregulated and exclusive proteins according to the dormant or parental state of leukemia DA1-3b cells. A significance threshold of P < 0.05 was used for Student’s t test with Perseus software. **B** Heatmaps illustrating upregulated (red colour gradient) and downregulated proteins (green colour gradient) in leukemia DA1-3b/D365 cells compared to their parental cells. The results are expressed as label-free quantification (LFQ) of proteins. The LFQ intensity was logarithmized (log2[x]). Three independent experiments (n = 3) were performed, and the resulting LFQs are shown

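The RNA of each protein was read from the array values of the same leukemia lines. Of the 128 proteins that Table S1 lists as measured in both lines, 127 had label-free quantities and a probe, 59 of them higher and 68 lower in DA1-3b/D365 at the protein level. A protein's change was taken as the difference of its mean log2 LFQ between the lines. The array samples and the proteomic samples are not the same preparations, so the comparison is across genes.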

To better define the proteomic signature of dormant leukemic cells, we conducted multiomics analysis combining CGH, epigenetic modification and transcriptomic gene expression data. Our objective was to determine how genetic or nongenetic mechanisms shape underlying mechanisms that lead to dormant signature/phenotype.

Among the upregulated proteins in the dormant cells, seven out of 56 genes showed amplification in both the parental and dormant cells, while seven genes were exclusively amplified in the parental cells. The remaining 42 corresponding genes were neither amplified nor deleted. Additionally, only *Psdm10* exhibited a deletion in both parental and dormant cells. Regarding proteins downregulated in dormant cells, eight proteins displayed amplification in both cell lines, with nine exclusively amplified in parental cells and two solely in the dormant cells. The remaining 53 corresponding genes displayed no genomic alterations. Except for the nine exclusively amplified genes in parental cells, the CNV differential pattern between dormant and parental cells did not explain the differential protein expression. These observations highlighted the possible nongenetic mechanisms underlying the dysregulated proteomic signature of dormant leukemic cells (Fig. 6A).

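Across the 126 leukemia genes with both values, the protein and RNA changes had a Pearson's r of 0.74 and a Spearman's rho of 0.57 (permutation tests, two-sided, p = 1e-05 each, the smallest that 100000 permutations can give). Genes are not independent replicates. The sign was the same for 88 genes (69.8%). Because the proteins were chosen for having changed, the relation was also computed within each direction, for 4 relations over both models. Among the 67 lower proteins r was 0.78, with a rho of 0.29, and it fell to 0.55 without the 2 proteins farthest from the median. Its permutation p of 0.0001 is the smallest that 10000 permutations can give, and 0.0004 after adjustment. Among the 59 higher proteins r was 0.28 (permutation test, p = 0.028, adjusted p = 0.055). From the copy number calls of the genes of changed proteins, the paper proposes that nongenetic mechanisms underlie the protein changes of dormant leukemic cells.

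**Figure D2:**
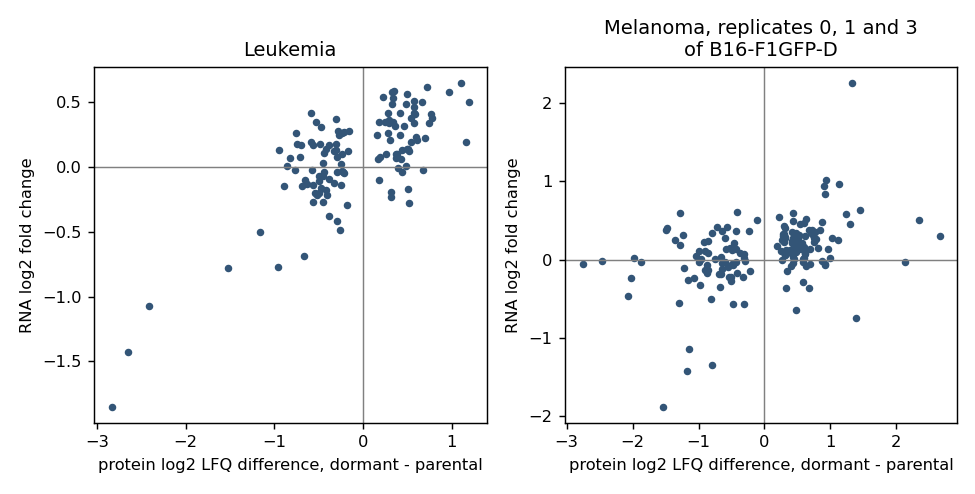
RNA log2 fold change (y axis) against the protein difference in log2 LFQ (x axis), dormant minus parental, with 1 point per gene in leukemia (left) and in melanoma with B16-F1GFP-D replicates 0, 1 and 3 (right). In leukemia, r is 0.74 over all points and 0.28 over the 59 proteins to the right of 0.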

**Fig. 6:**
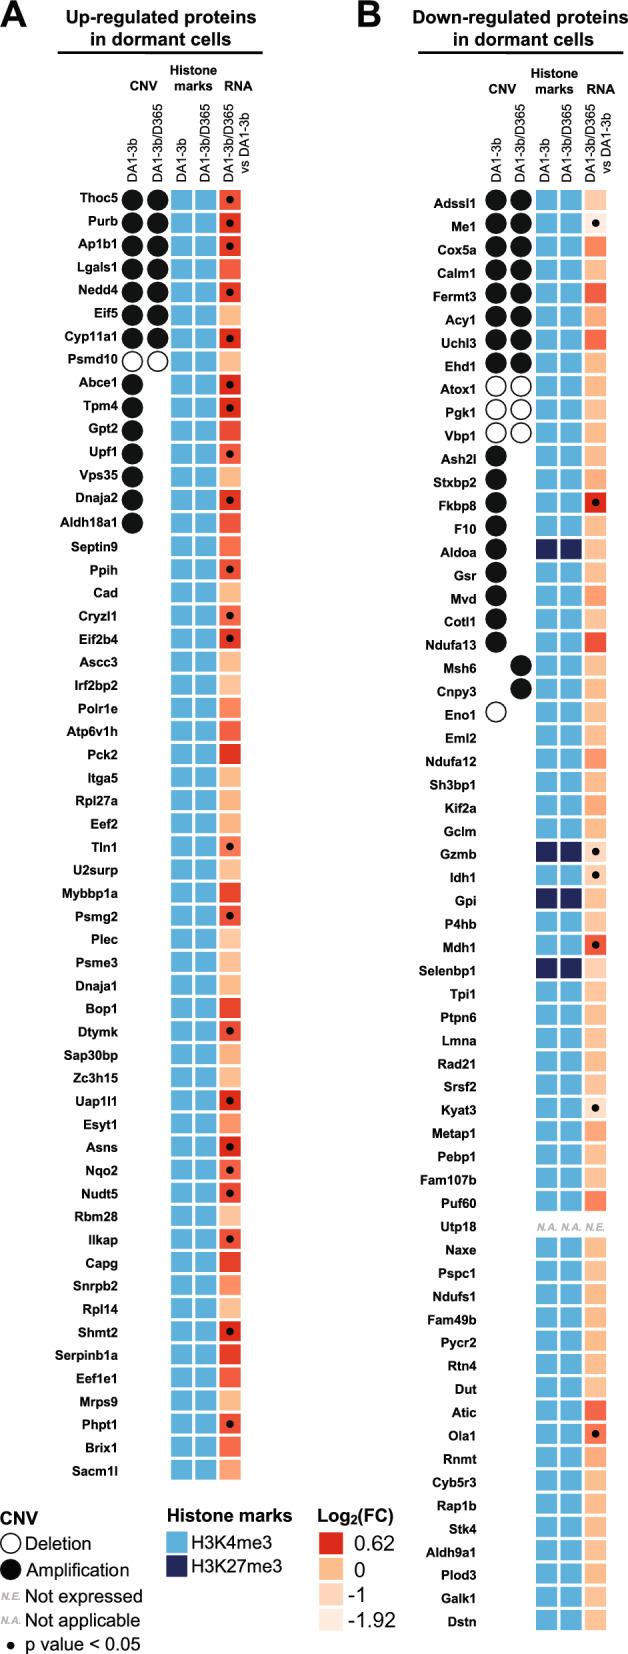
Heatmaps of the results of CNV, histone marks and transcriptomic gene expression of dysregulated proteins in dormant leukemic DA1-3b/D365 cells compared to their parental cells. CGH results are represented by a black circle for amplification, while deletions are denoted by an empty circle. H3K4me3 epigenetic active codes are depicted in bright blue and H3K27me3 in navy blue. Transcriptomic gene expression is depicted by a colour gradient relative to Log_2_ (fold change) varying from light orange for lower expression to red for higher expression. The fold change represents differential gene expression between dormant and parental cell conditions. Significant transcriptomic values (p < 0.05) are indicated with a dot. Each experiment was repeated three times. **A** Heatmap of the upregulated proteins in dormant cells. **B** Heatmap of the downregulated proteins in dormant cells

We next conducted epigenetic modification analysis and H3K4me3, H3K9me3, and H3K27me3 epigenetic marks consistently revealed a pronounced prevalence of H3K4me3 modification in dormant and parental cells, with only four showing enrichment of the H3K27me3 repressive code across all genes. Among the proteins that were upregulated in dormant cells, 22 showed significantly increased RNA transcription. Specifically, among the upregulated proteins showing significantly increased transcriptomic expression in dormant cells, the following proteins were notable: THOC5, PPIH, CRYZL1, PURB, AP1B1, TTN1, NEDD4, ABCE1, DTYMK, UAP1L1, ASNS, TPM4, ILKAP, SHMT2, PHPT1, UPF1, PSMG2, DNAJA2, CYP11A1, NQO2 and NUDT5. Among these proteins, DNAJA2, ASNS, SHMT2, DTYMK, and NUDT5 are involved in acetylation mechanisms influencing protein structure and gene expression. Additionally, DNAJA2, ASNS, DTYMK, NEDD4, ABCE1, and UPF1 are known for their involvement in cytosolic processes (Fig. 6A). Conversely, among the proteins downregulated in dormant cells, seven showed a significant difference in transcriptomic gene expression. 

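Of the 59 genes of upregulated proteins, all were bright enough to be tested and 51 had higher RNA in DA1-3b/D365, with a median log2 fold change of 0.32 and a mean of 0.26. At an unadjusted p under 0.05 in limma, as the paper's figures mark, 14 were higher and none lower. None passed the adjusted threshold, whether over all genes or adjusted over the list alone. The count of 14 was 20 with normexp background correction, 6 with the replicate numbers as a block, 9 without DA1-3b/D365 replicate 1 and 4 without its replicate 0. It was also 6 without DA1-3b replicate 2 or without DA1-3b replicate 3. As a set, these genes were shifted upward relative to all others (camera with its preset correlation between genes, p = 4.53e-10). The shift remained under 0.05 in the fry test (p = 0.0289) and did not with the correlation estimated from the arrays (0.248, camera p = 0.102).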

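For these 21 genes, with TTN1 read as talin 1 (*Tln1*), the log2 fold changes ranged from -0.23 for *Nedd4* to 0.65 for *Nqo2*, with a median of 0.42. RNA was higher in DA1-3b/D365 for 20 of the 21. At an unadjusted p under 0.05, 11 passed, and with normexp background correction 15. None passed when adjusted over all genes. The paper chose these genes by their RNA in the same lines, so the counts are not independent evidence. *Nqo2* had a log2 signal of 2.08 ± 0.32 (SD) in DA1-3b/D365 and 1.44 ± 0.23 in DA1-3b. *Purb* and *Dnaja2* followed with log2 fold changes of 0.59 (standard error 0.17) and 0.58 (standard error 0.18). For these 3 genes and for *Ap1b1*, *Tln1*, *Ilkap* and *Psmg2*, no other division of the 7 arrays gave as large a difference of means (exact permutation test, two-sided, p = 0.029 each). *Nedd4* had a log2 fold change of -0.12 with normexp and between -0.41 and -0.12 with each array left out. Among probes of *Ppih* the change ranged from -0.08 to 0.35.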

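Of the 68 genes of downregulated proteins, 67 were tested. At an unadjusted p under 0.05 in limma, 5 had lower RNA in DA1-3b/D365 and none had higher RNA: *Acss1*, *Gzmb*, *Idh1*, *Kyat3* and *Me1*, named after their values were seen. Only *Kyat3* passed when adjusted over all genes, and 2 genes did when adjusted over the list alone. Without DA1-3b replicate 0 the unadjusted count was 8, and without DA1-3b/D365 replicate 1 it was 3. The median log2 fold change was -0.04 and the mean -0.10. As a set the genes were not shifted (camera with the preset correlation, p = 0.367). The camera p passed 0.05 with quantile normalization, at 0.00755, without DA1-3b replicate 0, at 0.0239, and without DA1-3b replicate 3, at 0.0204.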

Three proteins exhibited deletions in both dormant and parental cells, with *Eno1* being deleted solely in the parental cells (Fig. 6B).

Proteins exclusively detected in the DA1-3b/D365 dormant cells displayed amplification of three corresponding genes in both the parental and dormant cells; four were exclusively amplified in the parental cells, and only *Ass1* was amplified exclusively in dormant cells. For proteins exclusively expressed in the DA1-3b parental model, three were amplified only in the parental cells, while *Vars2* was amplified solely in the dormant cells. Furthermore, three genes exhibited deletions in parental and dormant cells. Notably, only *F13a1* exhibited a differential epigenetic pattern between the parental cells, marked by H3K9me3, and the dormant cells, characterized by H3K27me3. 

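*Ass1*, which encodes argininosuccinate synthase, had a log2 signal of 3.08 ± 0.14 (SD) on the DA1-3b/D365 arrays and -2.24 ± 0.38 on the DA1-3b arrays. The log2 fold change was 5.33 (standard error 0.24, adjusted p = 5.04e-05 from limma), and stayed between 5.15 and 5.43 with each array left out. *F13a1* changed in the other direction, from 4.54 ± 0.82 in DA1-3b to -2.64 ± 1.44 in DA1-3b/D365, a log2 fold change of -7.18 (standard error 0.71, adjusted p = 0.00282 from limma). *Vars2* had a log2 fold change of 0.22 (standard error 0.17).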

The transcriptomic expression of genes identified through proteomic analysis in the leukemia model indicated a generally uniform expression across all proteins, with notable overexpression observed for *Ass1*, which was exclusive to the DA1-3b/D365 dormant cells (Fig S2).

Overall, our results showed that the dysregulated proteins in dormant leukemic cells were mainly unrelated to genetic/genomic alterations. In addition, except for a discrete number of genes, the identified mutated genes were not differentially expressed at the protein level.

### Differential protein expression in a murine leukemia model highlights its involvement in biological pathways

As shown in Fig. 7, a bubble plot demonstrates our GO enrichment analysis aiming to uncover the functional roles of proteins differentially expressed in dormant DA1-3B/D365 cells compared to their parental counterparts. This analysis revealed 12 significantly enriched terms related to the upregulated proteins, primarily related to “cellular metabolism” and “organo-nitrogen compound biosynthesis.” Notably, the GO enrichment analysis highlighted pathways with the highest gene ratio, specifically emphasizing “translation,” “amide biosynthesis,” and “cellular amide metabolism.”

**Fig. 7:**
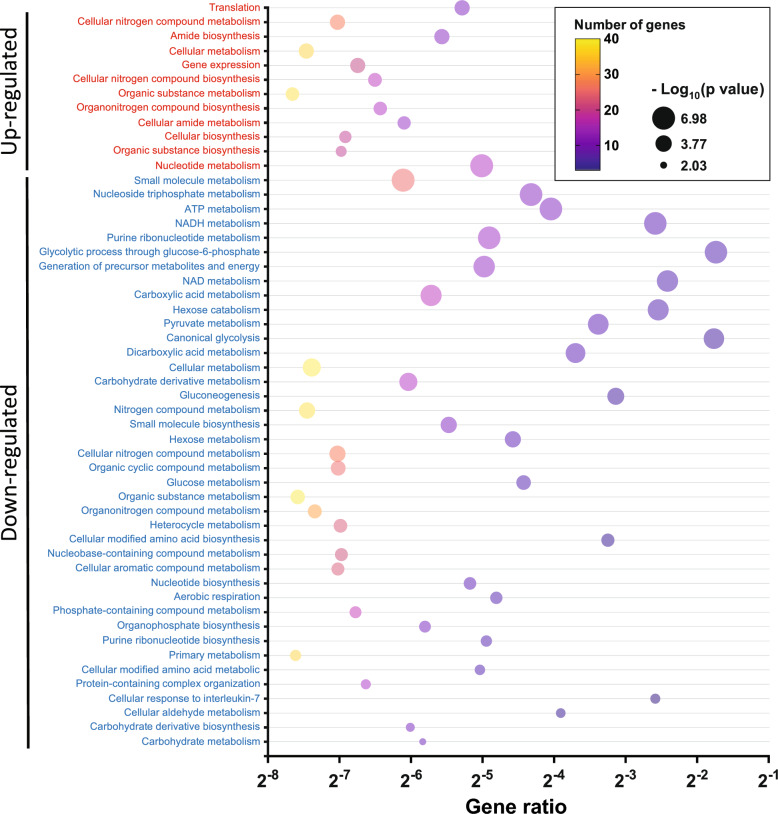
Bubble plots of GO pathway enrichment analysis of differentially expressed proteins in dormant leukemia DA1-3b/D365 cells compared to their parental cells. Pathways are classified according to upregulated (red) and downregulated (blue) protein expression. The number of proteins enriched in the pathway is indicated (colour plasma gradient). The “Gene Ratio” indicates the ratio of enriched proteins to background proteins. Bubble size is according to the p value (Log_10_ scale) of pathway enrichment

Conversely, the downregulated proteins were enriched in 40 distinct terms, with a particular emphasis on processes such as “glycolytic process through glucose-6-phosphate” and “canonical glycolysis.” The pathways exhibiting the highest gene ratios were those linked to “cellular metabolism,” “nitrogen compound metabolism,” and “cellular modified amino acid biosynthesis” as illustrated in Fig. 7. These discoveries offer valuable insights into the underlying molecular mechanisms governing the behaviour of dormant leukemia cells and their original counterparts.

### Differential protein expression analysis in dormant melanoma B16-F1GFP-D cells

Analysis of protein expression variations in dormant melanoma B16-F1GFP-D cells was also performed through proteomic investigation using mass spectrometry. A total of 2474 proteins were identified, 168 of which exhibited differences in expression (p < 0.05) between B16-F1GFP-D and B16-F1GFP-M cells. Notably, 43 proteins were only expressed in parental cells, while 36 proteins were exclusively detected in dormant cells (Fig. 8A). Among the 168 proteins whose expression was altered, 96 were upregulated, whereas 72 were downregulated in the dormant melanoma B16-F1GFP-D cells (Fig. 8B, Additional file 1, Table S1-f).

**Fig. 8:**
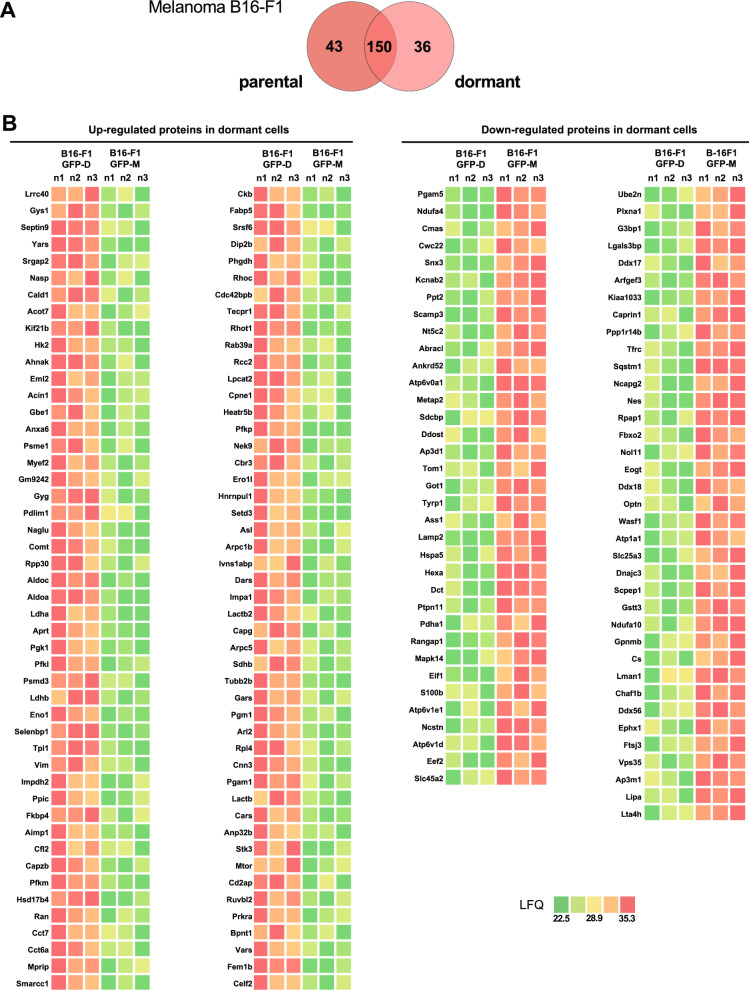
Differential protein expression analysis in dormant melanoma B16-F1GFP-D cells compared to their parental cells. **A** Venn diagrams illustrating the number of common dysregulated and exclusive proteins according to the dormant or parental state of the melanoma B16-F1 cells. A significance threshold of p < 0.05 was used for Student’s t test with Perseus software. **B** Heatmaps illustrating upregulated (red colour gradient) and downregulated proteins (green colour gradient) in dormant melanoma B16-F1GFP-D cells compared to their parental counterpart cells. The results are expressed as label-free quantification (LFQ) of proteins. The LFQ intensity was logarithmized (log2[x]). Three independent experiments (n = 3) were performed, and the resulting LFQs are shown

As performed in the leukemia model, we used multiomics approaches to integrate transcriptomic, CGH-based detection of CNV regions, and epigenetic modification analysis of the identified proteins (Fig. 9, Additional file 1, Table S1-g). 

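In melanoma, 167 of the 169 proteins measured in both lines had label-free quantities and a probe, of which 95 were higher and 72 lower in B16-F1GFP-D at the protein level. Without replicate 2, 94 genes of higher proteins were tested, and 79 had higher RNA in B16-F1GFP-D, with a median log2 fold change of 0.22. At an unadjusted p under 0.05, 31 were higher and 2 lower. Past the adjusted threshold, 7 were higher over all genes and 9 when adjusted over the list alone. As a set they were shifted upward by camera with the preset correlation (p = 1.82e-09), and the camera p was 0.0730 with the correlation estimated from the arrays and the fry p 0.00353. With replicate 2, 13 were higher and 3 lower at an unadjusted p under 0.05, and 2 higher past the adjusted threshold by either adjustment. The median was then 0.09, the camera p with the preset correlation 0.00731 and the fry p 0.217. The camera p was 0.815 without the filter on dim probes, 0.0567 with the slide as a block, 0.931 without B16-F1GFP-D replicate 0, 0.162 without B16-F1GFP-M replicate 1 and 0.102 without B16-F1GFP-D replicate 1. The count of 13 was 5 without B16-F1GFP-M replicate 1.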

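For the 72 genes of lower proteins, 13 were lower and 13 higher at an unadjusted p under 0.05 without replicate 2. Past the adjusted threshold, 6 were lower and 1 higher over all genes, and 6 and 2 when adjusted over the list alone. The median log2 fold change was -0.03, and the camera p with the preset correlation was 0.303 and the fry p 0.417. With replicate 2, 16 were lower and 2 higher, 6 of them lower past the adjusted threshold over all genes and 7 when adjusted over the list alone. Without B16-F1GFP-D replicate 0 the 16 became 26. The median with all 4 arrays was -0.13, the camera p with the preset correlation 1.47e-05 and the fry p 0.138. Across 166 genes, the protein and RNA changes had r = 0.40 and rho = 0.40 without replicate 2 (permutation tests, p = 1e-05 each, the smallest possible), with the same sign for 118. Within the higher proteins r was 0.22 (permutation test, p = 0.041, adjusted p = 0.055). Within the lower proteins it was 0.16 (permutation test, p = 0.16, adjusted p = 0.16).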

As expected, most of the corresponding genes exhibited an H3K4me3 epigenetic active mark, i.e., 94 out of 96 upregulated genes and 69 out of 70 downregulated proteins indicating an active transcription. Additionally, CGH analysis revealed that for the majority of genes encoding proteins, 42 upregulated and 30 downregulated proteins, exhibited amplification or deletion patterns conserved between parental and dormant cells. Although we observed no correlation between the differential CNV pattern and the upregulation of proteins in dormant cells, deletions specifically in the dormant model were observed for nine proteins (METAP2, ASS1, S100B, EEF2, UBE2N, WASF1, SLC25A3, GSTT3 and LTA4H) of the downregulated ones, suggesting that tumour dormancy may impact the expression of these genes through genomic alteration.

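The RNA of these 9 genes without replicate 2 fell past the adjusted threshold for *S100b*, *Gstt3* and *Lta4h*. Their log2 fold changes were -1.35 (standard error 0.23, adjusted p = 0.00571), -1.14 (standard error 0.11, adjusted p = 7.70e-05) and -0.57 (standard error 0.11, adjusted p = 0.0116) in limma. With replicate 2 they were -1.49, -1.26 and -0.59. *Ube2n* and *Wasf1* fell by 0.22 and 0.24 on the log2 scale without replicate 2, with adjusted p of 0.293 and 0.246 in limma. With it they fell by 0.30 and 0.28, with adjusted p of 0.223 and 0.200, and the mean of all probes of *Ube2n* then gave -0.52, past the adjusted threshold. *Slc25a3*, *Metap2*, *Eef2* and *Ass1* without replicate 2 had log2 fold changes of -0.10, -0.05, -0.02 and 0.01, each within its standard error. With replicate 2 they were -0.16, -0.10, -0.11 and -0.27. The direction is not settled for *Ass1*, nor, with replicate 2 included, for *Slc25a3*, with 0.02 without B16-F1GFP-M replicate 0, for *Metap2*, with 0.27 for the mean of all probes, and for *Eef2*, whose probes ranged from -0.11 to 0.09.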

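Among the genes of Table S1 on the array, 19 had a copy number call that differed between the melanoma lines. Without replicate 2 their median log2 fold change was -0.10, against 0.10 for the 241 genes with the same call (permutation test, two-sided, p = 0.0092). The 18 genes with a relative loss in B16-F1GFP-D had a median of -0.07 (permutation test, p = 0.025). With replicate 2 the medians of these 18 genes and of the 243 with the same call were -0.22 and 0.03 (permutation test, p = 0.0018). Table S1 holds many genes because their proteins changed, and the genes named above are among those whose proteins fell. The permutations did not hold the direction of the protein fixed. They therefore cannot separate an effect of copy number from this choice of genes. From the deletions found only in dormant cells among genes of downregulated proteins, the paper proposes that dormancy may affect the expression of these genes through genomic alteration.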

**Fig. 9:**
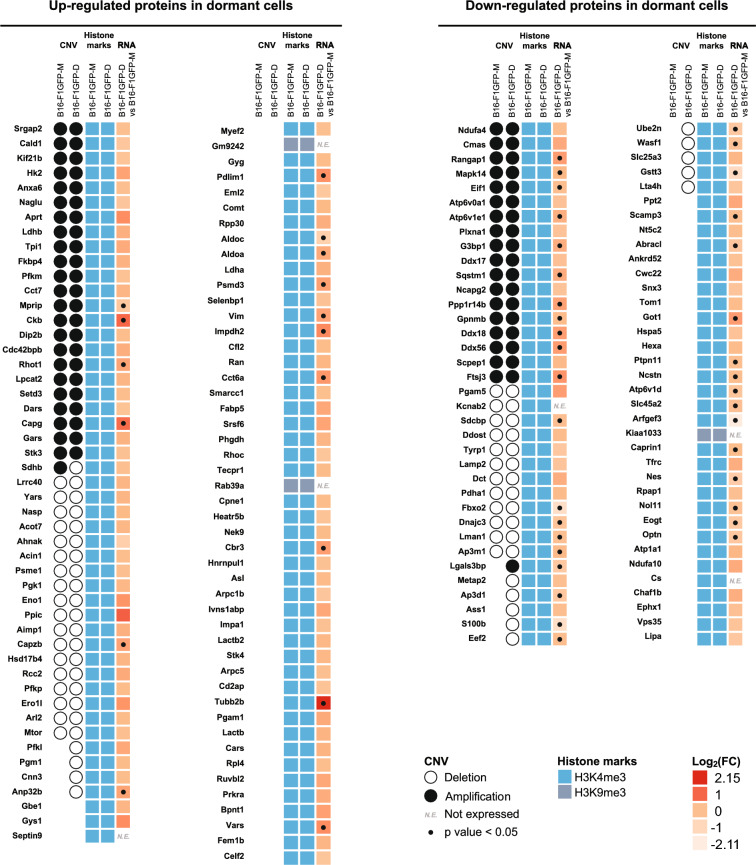
Heatmaps of the results of CNV, histone marks and transcriptomic gene expression of dysregulated proteins in dormant melanoma B16-F1GFP-D cells compared to their parental cells. CGH results are represented by a black circle for amplification, while deletions are denoted by an empty circle. H3K4me3 epigenetic active codes are depicted in bright blue and H3K9me3 in grey‒blue.. Transcriptomic gene expression is depicted by a colour gradient relative to Log_2_ (fold change) varying from light orange for lower expression to red for higher expression. The fold change represents differential gene expression between dormant and parental cell conditions. Significant transcriptomic values (p < 0.05) are indicated with dots. Each experiment was repeated three times

Regarding proteins exclusively detected in dormant cells, no differential CNV pattern correlated with proteomic analysis (Additional file 3, Fig. S2). Interestingly, we detected high transcriptomic expression of *Adssl1* in dormant cells without any genomic variation. 

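The log2 signal of *Adssl1*, which encodes an adenylosuccinate synthase, was 1.41 ± 0.46 (SD) on B16-F1GFP-D replicates 0, 1 and 3 and -1.89 ± 0.47 on the B16-F1GFP-M arrays. The log2 fold change was 3.31 (standard error 0.38, adjusted p = 0.000302 from limma) without replicate 2 and 3.15 (standard error 0.36, adjusted p = 0.000189) with it. With each array left out it stayed between 2.93 and 3.40, and every dormant array lay above every parental array.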

Among proteins exclusively detected in parental cells, most of the genes displayed no differential CNV pattern between dormant and parental cells except for the *Stx7* and *Wdr18* genes which exhibited exclusive deletions in dormant cells (Additional file 3, Fig. S2).

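The log2 fold change of *Stx7* was -0.26 (standard error 0.19, adjusted p = 0.556 from limma) without replicate 2 and -0.44 (standard error 0.22, adjusted p = 0.414) with it. It passed the adjusted threshold only when B16-F1GFP-D replicate 0 was left out, at -0.66. *Wdr18* had a log2 fold change of 0.21 (standard error 0.19) without replicate 2 and 0.26 (standard error 0.18) with it, and its arrays overlapped between the lines.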

In summary, our results revealed that protein dysregulation in dormant melanoma cells largely did not occur through genetic mechanisms, in concordance with what was observed in the leukemia MRD model. Furthermore, apart from a few genes, the identified mutated genes did not exhibit differential expression at the protein level.

### Differential protein expression in a murine melanoma model highlights the significant involvement of biological pathways

The subsequent step involved conducting GO enrichment analysis to explore the functional relationships of differentially expressed proteins in dormant B16-F1GFP-D cells compared to their parental counterparts. A total of 21 terms exhibited significant enrichment for upregulated proteins, primarily associated with cellular processes and metabolism, particularly involving NAD metabolism, glucose catabolism, and canonical glycolysis pathways (Fig. 10). Conversely, downregulated proteins were enriched in 51 terms, with a focus on various metabolic processes, cellular component organization, and biogenesis. The key pathways identified included proton transmembrane transport, actin filament severing, melanin biosynthesis, fructose metabolism, and cellular component biogenesis, as depicted in Fig. 10.

**Fig. 10:**
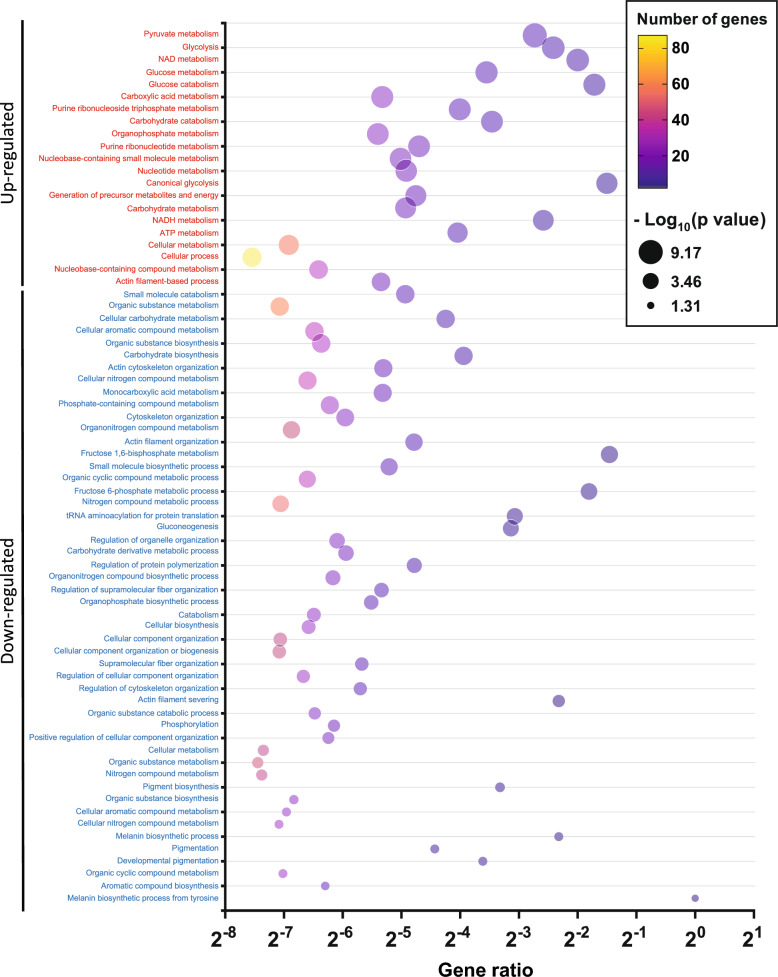
Bubble plots of GO pathway enrichment analysis of differentially expressed proteins in dormant melanoma B16-F1 cells compared to their parental cells. Pathways are classified according to upregulated (red) and downregulated (blue) protein expression. The number of proteins enriched in each pathway is indicated by the colour of the plasma gradient. The “Gene Ratio” indicates the ratio of enriched proteins to background proteins. Bubble size is according to the p value (Log_10_ scale) of pathway enrichment

### Identification of 11 common differentially expressed genes in both murine MRD models revealed a possible common MRD signature

Among the 11 proteins commonly differentially expressed between the leukemia and melanoma models, four exhibited increased expression in the leukemia dormancy model. In contrast, nine proteins showed increased expression in the melanoma dormancy model. 

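The RNA of all 11 genes was bright enough to be tested in both models. In leukemia, 5 had higher RNA in DA1-3b/D365 and none passed an unadjusted p of 0.05, a count that was 1 without DA1-3b replicate 0 or without DA1-3b replicate 1. In melanoma without replicate 2, 7 had higher RNA in B16-F1GFP-D and 2 had an unadjusted p under 0.05, *Capg* and *Eno1*. *Capg* passed when adjusted over the list alone and none did over all genes. With replicate 2, 4 had higher RNA, and the 3 with an unadjusted p under 0.05 were *Capg*, *Eml2* and *Vps35*. That count was 1 without B16-F1GFP-M replicate 1 or without B16-F1GFP-M replicate 2. With replicate 2 and the slide as a block, *Eml2* fell past the adjusted threshold over all genes (-0.61, adjusted p = 0.0357 from limma). *Eno1* then also had an unadjusted p under 0.05, at 0.0341 in limma. With all arrays, for none of the 11 did the dormancy change differ between the models past the threshold, either over all genes or adjusted over the list alone.

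**Figure D3:**
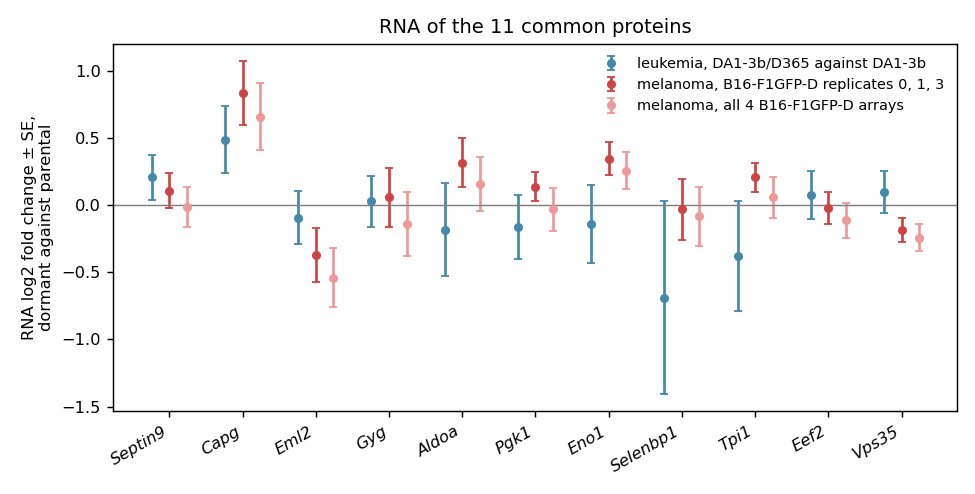
RNA log2 fold change, dormant against parental, of the 11 genes whose proteins were differentially expressed in both models, with the standard error from limma as bars, for leukemia and for melanoma with B16-F1GFP-D replicates 0, 1 and 3 and with all 4 arrays. *Capg* is above 0 in all 3, from 0.49 to 0.84, while the error bars of most other genes reach 0 in leukemia.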

Notably, only SEPTIN-9 and CAPG exhibited consistent overexpression in both pathologies; this suggests a distinct protein signature between the two conditions (Fig. 11A).

**Fig. 11:**
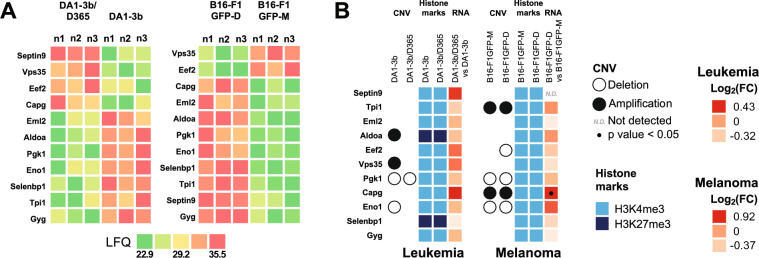
Common protein signatures between the 2 murine MRD models. **A** Heatmaps illustrating upregulated and downregulated proteins in dormant melanoma B16-F1-GFP-D and leukemia DA1-3b/D365 cells compared to their parental cells. The results are expressed as label-free quantification (LFQ) of proteins. The LFQ intensity was logarithmized (log2[x]). Three independent experiments (n = 3) were performed, and the resulting LFQs are shown. **B** Heatmaps of integrative data analysis of CNV, histone marks and transcriptomic gene expression with dysregulated proteins in dormant melanoma B16-F1GFP-D and leukemia DA1-3b/D365 cells compared to their parental cells**.** CGH results are represented by a black circle for amplification, while deletions are denoted by an empty circle. H3K4me3 active marks are depicted in bright blue and H3K27me3 in navy blue. Transcriptomic gene expression is depicted by a colour gradient relative to Log_2_ (fold change) varying from light orange for lower expression to red for higher expression. The fold change represents differential gene expression between dormant and parental cell conditions. Significant transcriptomic values (p < 0.05) are indicated with a dot. Each experiment was repeated three times

Among these 11 proteins, CAPG is commonly overexpressed in both leukemia and melanoma dormant cells. 

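*Capg* RNA had a log2 fold change of 0.49 (standard error 0.25, adjusted p = 0.840 from limma) in leukemia. In melanoma it was 0.84 (standard error 0.24, adjusted p = 0.0726 from limma) without replicate 2 and 0.66 (standard error 0.25, adjusted p = 0.231) with it. The arrays of the lines overlapped in both models, and with all arrays the change differed between the models by 0.17 (standard error 0.35). *Septin9* had a log2 fold change of 0.21 (standard error 0.17) in leukemia, and in melanoma 0.11 (standard error 0.13) without replicate 2 and -0.01 (standard error 0.15) with it. Of all genes tested in both models, 7 changed past the threshold in the same direction and 10 in opposite directions with all arrays, where chance gives 2.84 in all (Fisher's exact test, two-sided, p = 3.78e-09). This test ignores direction and takes genes as independent, which they are not. The effect of slide 1 also had a correlation of 0.841 across genes between the models. The p therefore cannot tell a shared response from variation shared by arrays. With normexp background correction 4 changed in the same direction. The correlation of the changes across 21133 genes was 0.03, and across 20885 genes without replicate 2 it was 0.17. From the proteins common to both models, the paper proposes that dormancy in leukemia and in melanoma has distinct protein signatures. It also proposes that a change of the cytoskeleton may be shared. For this it further draws on a lower cytoplasm conductance of dormant cells in both models, which RNA does not measure.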

SEPTIN9 is known for its role in regulating cell structure and cell division, while CAPG influences cell motility and shape by modulating actin dynamics. These two proteins are therefore crucial for many fundamental cellular processes. Their observed increase in protein expression in the dormancy models of the two pathologies suggests a potential structural alteration of the cytoskeleton in the context of tumour dormancy. Furthermore, methylation of the *Septin9* promoter has recently been associated with cancer recurrence and metastasis phenomena, particularly in breast cancer [20]. The role of CAPG in AML promotion has been described [21] (Fig. 11B).

The comparative analysis of CNVs in both models revealed a disparity in protein amplification. However, a shared deletion between the parental and dormant cells was observed in both pathologies, specifically involving *Pgk1*. Additionally, the parental deletion of *Eno1* is consistent across the parental model of melanoma and its associated dormancy model. As expected, we observed a predominance of the H3K4me3 epigenetic active pattern in both pathologies; however, the H3K27me3 repressive histone code was detected for the *Aldoa* and *Selenbp1* genes in the leukemic model (Fig. 11B, additional file 1, Table S1-h).

### Genetic and differential expression impact of the 11-protein MRD signature in human AML and melanoma

Among the 11 proteins commonly dysregulated in dormant cells from both pathologies (Table 1), public data analysis from AML patient cohorts [22, 23] (n = 905) revealed that four of them—*SELENBP1*, *SEPTIN9*, *GYG*, and *ENO1*—demonstrated significantly greater expression in patients with adverse prognoses (ELN 2017 classification). Conversely, the remaining proteins appeared to be associated with an intermediate prognosis. Notably, a discrete percentage (0.5%) of patients displaying CNV (deletion) was observed in four of these common genes, including *ENO1*, which also exhibited a deletion in our murine parental myeloid model. Regarding melanoma pathology, when comparing public data from patients between the diagnosis and metastatic stages [16], significant frequencies of amplification (14.5% and 10.0% respectively) were observed for the *SELENBP1* and *SEPTIN9* genes at the metastatic stage (Table 1). Consistent with findings from our parental and dormant mouse melanoma models, a notable frequency of *TPI1* amplification at both the diagnostic (4.7%) and metastatic (6.4%) stages was observed.

**Table 1:** Impact of the 11 proteins commonly differentially expressed in murine DA1-3b/D365 leukemia and B16-F1GFP-D melanoma dormancy models on human AML and melanoma

Gene	Acute myeloid leukemia		Melanoma—primary tumours		Metastatic melanoma	
	ENL classification (higher expression in)		CNV loss and gain frequency (%)			
		Deletion	Amplification	Deletion	Amplification	Deletion
ALDOA	Intermediate*	0.5	4.7	1.6	2.7	
SELENBP1	Adverse*		6.3		14.5	0.9
SEPTIN9	Adverse*	0.5	7.8	1.6	10.0	
EEF2	Intermediate*					
CAPG	Intermediate*		6.3	1.6	0.9	0.9
EML2	Intermediate				4.5	2.7
GYG	Adverse		4.7		1.8	
VPS35	Intermediate	0.5	1.6	3.1		0.9
TPI1	Intermediate		4.7		6.4	6.4
ENO1	Adverse	0.5	4.7	6.3	1.8	1.8
PGK1	Intermediate					

Table 1 reveals a correlation between the highest expression (RNA-seq) of the 11 genes and ELN classification groups (i.e. adverse, intermediate and favourable) in AML (n = 905). An asterisk symbolizes a significant result (p < 0.05). The table shows the frequency (%) of CNV loss and gain related to the indicated gene in AML and melanoma (primary and metastatic tumors) patients (n = 489). The data were extracted from the public domain cBioportal [16, 22, 23].

### Shared functional properties by dormant cells from the both MRD models

As we observed a common overexpression of SEPTIN9 and CAPG at the protein level in dormant cells regardless of the tumour type, we investigated a potential functional impact by measuring the physical properties of the dormant cells compared to their parental counterpart cells in both MRD models. Indeed, these two proteins are involved in cytoskeleton organization [24–26], a feature involved in cell fate and adaptative mechanisms to the microenvironment [27, 28]. In addition, the cytoskeleton network may link mechanical properties with cell dormancy [27, 29]. Besides mechanical effects, multiple studies have described the role of the major cytoskeletal components such as actin filaments and microtubules, on the electrical properties of cells [30–32]. Interestingly, dynamic processes such as depolymerisation/polymerisation of microtubules and actin filaments have been described to impact the electrical signature of cancer cells [30, 31]. Thus, we performed impedance analyses to compare the electrical properties of cells from both MRD models. The required throughput for single-cell analysis was sustained using electrical impedance measurements in a microfluidic device. This micromachined impedance spectroscopy flow cytometer obtained different cell properties at dedicated measurement frequencies, e.g., size at frequencies between 0.1–1 MHz, membrane reactance at frequencies between 2–5 MHz, and cytoplasm conductance at frequencies higher than 20 MHz [33]. Therefore, we measured the response of each cell at 30 MHz to compare their cytoplasm conductance as a greater expression of SEPTIN 9 and CAPG, binding proteins involved in cytoskeleton remodeling, was detected in dormant cells from the 2 MRD models. To minimize possible errors due to device calibration, we normalized each measurement according to the median of the parental cells. DA1-3b/D365 leukemia (0.888 ± 0.007 normalized value ± standard error) and B16-F1GFP-D (0.84 ± 0.018 normalized value ± standard error) melanoma dormant cells exhibited lower normalized cytoplasm conductance than their parental counterpart cells, i.e., DA1-3b (1.000 ± 0.007) and B16-F1GFP-M (1.000 ± 0.020), repeated in 6 and 4 independent experiments for a total n = 14,379 and 3815 cells, respectively (Fig. 12). Both comparisons showed significant difference (p < 0.0001) between the parental and dormant cells in both MRD models (student t-test). Overall, these results reinforced the possible role of the cytoskeleton shape in mechanisms underlying the MRD process.

**Fig. 12:**
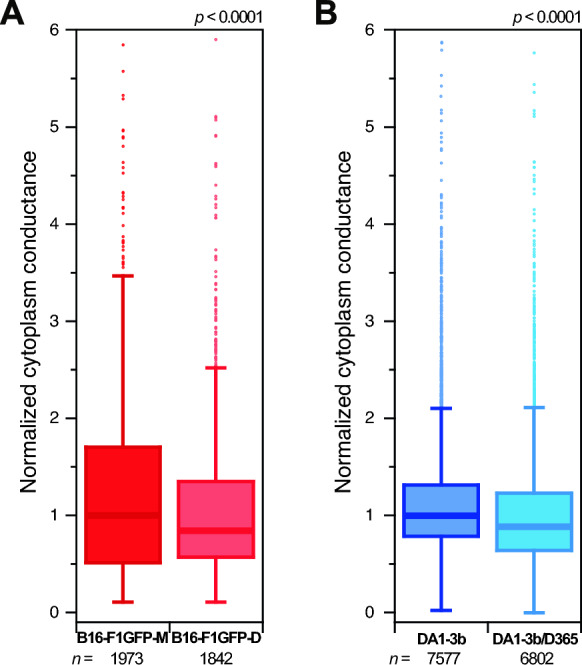
Box plots comparing the cytoplasm conductance of both dormant melanoma B16-F1GFP-D cells and dormant leukemia DA1-3b/D365 cells compared to their parental counterpart cells. Cells of each group, **A** melanoma and **B** leukemia, were analysed by impedance measurements at 30 MHz, and normalized according to the median of parental cells. The experiments were repeated four and six times, respectively, with independent cell cultures. The numbers of analysed cells are shown under each plot. Both comparisons showed significant differences (*p* < 0.0001)

## Discussion

Investigation of the multiomics signatures of dormant melanoma and leukemia cells from the MRD syngeneic mouse models has provided crucial insights into the genetic and nongenetic mechanisms involved in tumour dormancy. Our multiomics approach revealed a specific genetic signature and highlighted its potential functional impact in both models. Although a discrete overlap among genes harbor mutations was observed between murine melanoma and leukemia dormancy models, a significant number of mutated genes appeared exclusively in dormant cells within both models. This singularity suggests potential resistance mechanisms against the microenvironment or therapies, indicating either the acquisition of advantageous mutations or preexisting clonal selection during the MRD process [10, 34–36]. The identification of exclusive mutated genes in parental cells reinforced the hypothesis linking the existence of original dormant clones to their parental counterparts [10, 35–37].

In the B16-F1 melanoma model, preexisting clone selection may be involved in MRD due to the lack of additional mutation acquisition among the 2nd generation postdormancy cells (B16-F1GFP-DB#1, B16-F1GFP-DB#2 and B16-F1GFP-DB#3). Our exome sequencing data of the DA1-3b leukemia cells preferentially support a mutation gain scenario. Even though our two MRD models were designed through a similar immunotherapy protocol, the MRD process may involve distinct mechanisms that lead to resistance. In human AML, the reappearance of leukemic disease can occur through mechanisms identical to those observed in the murine MRD model. Indeed, multiple studies through NGS deep sequencing revealed that an original clone or a subclone resistant to anticancer therapy, acquired new mutations, expanded and emerged as the predominant clone at relapse [35, 36]. Many lines of evidence have shown the existence of an ancestral, prediagnostic clone evolving and emerging as the major clone at relapse [35].

In human melanoma, the emergence of therapy-resistant tumour clones is frequently observed in melanoma patients and is responsible for tumour relapse and poor prognosis [10, 37]. We and others have previously shown that melanoma cells exhibit a high capacity for cellular plasticity, a nongenetic process that likely enables adaptation to the environment [38, 39]. In addition, cellular plasticity can control the phenotypic switch between stem-like and non-stem-like cancer cells [38]. As we have previously shown that dormant B16-F1GFP-D cells were enriched in stem-like phenotype cells, exome sequencing and associated VAF data reinforced the hypothesis that preexisting clones among parental cells may display plastic/stem cell features underlying the MRD process [12]. These observations call into question the mechanism underlying MRD in melanoma: is there a unique genetic or nongenetic mechanism or a combination of both as observed with our murine model?

As this study revealed specific gene signatures in melanoma dormant cells combined with previous data showing their stem-like phenotype, we hypothesized that both genetic and nongenetic mechanisms explain the MRD process. An elegant study recently highlighted a spatiotemporal map of the diversity and trajectories of melanoma cell states and proposed that the capacity for growth or metastasis is limited to distinct subsets of cells [40]. As these phenotypic behaviours can be dynamically acquired upon exposure to specific niche or microenvironment signals, these findings emphasize the reprogramming capacities of melanoma cells [40]. Although plasticity may be involved in the MRD mechanisms in melanoma, our results did not discriminate between genetic and nongenetic processes which could explain dormancy in the B16-F1 murine model. Indeed, the 2nd generation of B16-F1GFP-DB dormant cells did not feature any additional mutated genes without losing their stem-like cell properties. In addition, we previously showed that these brain site-derived melanoma cells modulate their transcriptome profile compared to the first generation of dormant cells without any additional genomic alterations [12, 38]. Thus, MRD could involve genetic and/or nongenetic mechanisms in melanoma.

Our multiomics analysis demonstrated that the genetic signature of dormant cells may have a functional impact. However, it is important to note that not all of the identified mutated genes from both dormancy models necessarily contribute to this functional impact. For a specific set of mutated genes in both MRD models, differential CNV alterations combined with epigenetic patterns and transcriptomic gene expression, highlighted possible functional impacts and involvement in MRD mechanisms. Although several mutated genes did not exhibit expression correlated with epigenetic repressive marks, a substantial number of genes harbouring mutations in dormant cells were expressed in agreement with the associated active histone code. In addition, the overexpression of mutated genes in dormant cells was mainly not associated with differential amplification or deletion between parental and dormant cells.

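All 9 mutated leukemia genes with higher RNA in DA1-3b/D365 at an unadjusted p under 0.05 had the same copy number call in both leukemia lines, as had 81 of the 89 mutated genes tested. All 11 mutated melanoma genes with higher RNA in B16-F1GFP-D without replicate 2 had the same call in both melanoma lines, as had 56 of the 59 tested. With replicate 2 these were all 8 with higher RNA and 58 of the 61 tested. These counts were made after the RNA values were seen, and whether the shares differ was not tested. From expression and copy number together, the paper concludes that the higher expression of mutated genes in dormant cells is mainly not tied to a difference in amplification or deletion.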

In regard to the murine leukemia model, combined epigenetic and transcriptomic analysis revealed that active histone marks were correlated with the overexpression of several mutated genes that are involved in metabolic pathways. Remarkably, the expression of these genes was not solely dictated by CNV alterations, underscoring a nuanced interplay between genetic and nongenetic factors in the context of MRD. Gene Ontology enrichment analysis revealed the potential functional roles of the expressed mutated genes, revealing a link to “cadherin binding” and “cell adhesion molecule binding,” whereas those in melanoma cells were associated with pathways involving “small molecules binding” and “nucleotide binding”.

To ascertain whether the “murine mutated gene signatures” revealed through our murine MRD models were relevant to the corresponding human disease, we analysed the genetic profiles of these genes in human AML and melanoma cohorts from public datasets. Although the dormant mutated gene signature revealed by the murine leukemia model did not precisely mirror, or did so only to a limited extent, the mutation patterns observed in human AML at diagnosis, revealed CNV alterations. This finding suggests a potentially significant role of these genes in human disease. In addition, because MRD or AML relapse datasets were not available, we could not verify the relevance of our signature in human samples during the progression of the disease. Nevertheless, *Idh1* was found to be mutated in murine leukemia dormant cells, and a mutated IDH1 gene is frequently observed in human AML at both diagnosis and MRD stages [15, 36].

In human melanoma samples, we confirmed the presence of similar mutated genes in primary and metastatic tumours. These observations reinforced the relevance of our findings for potential translational applications. While the frequency of “murine” dormant mutated genes was low in metastatic melanoma tumours without any expected “enrichment”, several genes exhibited CNV alterations with a significantly increased frequency compared to the primary stage. Although these observations reinforced the relevance of our findings for potential translational applications, the murine MRD models may also mimic disease features of one “single patient” regarding mutational patterns minimizing the utility of the identified mutated gene signatures related to dormancy.

In addition to the most commonly accepted explanation for the evolution of resistance involving genetic alterations [41], we focused our study on the nongenetic resistance of dormant cells. Indeed, recent and robust studies indicate that drug-tolerant persister phenotype(s) can be transiently acquired through nonmutational mechanisms [10, 42–44]. The proteomic analysis of dormant cells revealed that dysregulated protein expression was primarily driven by nongenetic mechanisms in both murine MRD models. In leukemia dormant cells, enrichment analysis identified pathways associated with cellular metabolism, providing valuable insights into the molecular mechanisms governing dormant cells. Similarly, dysregulation of proteins in dormant melanoma cells was influenced mainly by nongenetic factors, and enrichment pathway analysis revealed its involvement in cellular metabolism. However, dormant melanoma cells also exhibit a lack of differentiation and dysregulated cytoskeleton organization. This study enables a comparison between the dormant cell signature from our MRD models and those designed in previous studies involving chemotherapy and human cells from patients [10, 45].

Interestingly, several identified genes and/or pathways, were common to those identified in signatures from several MRD melanoma models such as the neural crest stem cells, MITF targets, differentiation/pigmentation and invasion [10]. In the same way, in regard to the PDX (patient-derived xenograft) AML MRD models from other studies, persistent cells following chemotherapy, exhibited metabolic reprogramming as noted in our dormant leukemia model [8]. In addition, the GO enrichment pathway analysis revealed a significant involvement of dysregulated proteins observed in dormant DA1-3b/D365 cells, in several cellular biosynthesis processes. Interestingly, an elegant study revealed a “dormant cell signature” in hematopoietic stem cells (HSC) with implications for biosynthesis pathways during the transition from dormant to active HSCs [46]. Similarly, a recent study, revealed that these “dormant signature” could (i) discriminate functionally distinct cell compartments in the leukemic stem cell pool from those in AML patients and (ii) provide crucial insights into the cell fate trajectories of these potentially resistant cells [47].

Overall, these observations reinforce our findings and highlight the common features underlying the MRD process regardless of the nature of anticancer treatment that leads to dormancy. Indeed, our syngeneic MRD models were designed through immunotherapy while MRD models in other studies were obtained under chemotherapy [8, 10–12]. A very limited number of studies have described MRD mouse models and mainly used PDX models devoid of immune system implications. This study conducted in syngeneic models of leukemia and melanoma may decipher potential immune-related mechanisms of dormancy. As previously shown in our leukemia MRD model, overexpression of the immune inhibitory ligands PD-L1 enhanced resistance to CD8 T lymphocytes [11]. Conversely, the mechanisms elucidated in our syngeneic MRD models, that are distinct from those highlighted in other MRD models, may be implicated within the context of immune system resistance.

Interestingly, this study revealed the common differential expression of 11 proteins in leukemia and melanoma dormancy models. This suggests a potential “general” signature for MRD. SEPTIN-9 and CAPG consistently exhibited increased expression in both pathologies, indicating a shared structural organization in the cytoskeleton during tumour dormancy. In addition, several dysregulated proteins in dormant cells were significantly enriched in cytoskeleton-related pathway. Remarkably, many lines of evidence have revealed that the mechanical properties dictated by the cytoskeleton may impact cell fate including tumor dormancy or phenotypes better suited to a novel environment [27–29]. Our physical properties investigation revealed a common “electrical” signature in dormant cells from the two MRD models. The cytoplasm conductance of the dormant cells was significantly lower, signifying a profound change in the structural organization of microtubules and actin filaments. Although depolymerized/polymerized actin filaments or microtubules have been described to have contradictory impacts on conductance or electrical properties [30, 31], this study highlights a significant role of the cytoskeleton underlying MRD processes across various cancer types.

The use of a syngeneic model provides a significant advantage in cancer research. This approach minimizes interindividual genetic variabilities, thereby enhancing the reliability of outcomes and the validity of deductions drawn from the study. By exploring the genetic and proteomic signatures of dormant cells in the context of immunotherapy, our study offers new and valuable insights. Conclusions regarding the differences or similarities in signatures can inform therapeutic strategies for MRD treatment across a spectrum of cancer types.

Moreover, the rich multiomics approach enables a comprehensive exploration of the molecular mechanisms governing MRD. Through the combination of genomic, transcriptomic, proteomic, and epigenomic datasets, this methodology affords a holistic and exhaustive view of the biological landscape of MRD, offering valuable insights for the development of targeted strategies [48]. Despite these strengths, our study lacked single-cell analysis, which could constrain the resolution and comprehension of phenotypic variations within cellular populations [36]. Incorporating this approach would have enabled a more precise characterization of the specific cell subpopulations implicated in MRD [49]. In addition, although the cellular models employed in the study consisted of cells amplified in vitro immediately after the in vivo dormancy state and were thus, in a proliferative state, they still manifested features of tumour dormancy that render them relevant for MRD investigation [11, 12]. Our murine models showed a decrease in the proliferation of dormant cells compared to the parental ones, alongside a noted lack of differentiation, resistance to the immune system and/or a stem cell-like phenotype according to the pathology involved [11–13]. While these cells may not be in a quiescent state, they do exhibit a dormant state that may reflect a late stage of MRD or even early events of relapse. In addition, several MRD models highlight the nonquiescence state of residual cells and indicate “functional dormancy” which may illustrate the immune system interactions during MRD [7, 8, 10, 50]. Thus, our models may also reflect MRD mechanisms in an “active” state of dormant cells (as shown by the enrichment of biosynthetic processes) or a state of postimmune system pressure.

## Conclusions

In summary, despite its limitations, this study offers a comprehensive and innovative perspective on MRD research, leveraging syngeneic models and considering the immune context. These results provide a robust groundwork for future investigations and hold substantial potential for the development of more effective strategies against MRD in cancer. Our findings suggest that murine models closely mimic patient conditions, providing valuable insights into the genetic and protein signatures of MRD. Understanding these mechanisms could guide the development of therapeutic strategies to address MRD in leukemia and melanoma patients.

## Materials and methods

### MRD leukemia DA1-3b and B16-F1 melanoma mouse models

Murine leukemic myeloid cells (DA1-3b parental cells and DA1-3b/D365 dormant cells) and melanoma cells (B16-F1GFP-M parental cells, B16-F1GFP-D, B16-F1GFP-DB#1, B16-F1GFP-DB#2, and B16-F1GFP-DB#3 dormant cells) were isolated as previously described [11, 12]. Briefly, dormant cells were isolated from MRD syngeneic mouse models based on immunotherapy, capturing distinct dormancy stages (Day 60 and Day 365 for the leukemia model, and Day 365 and “2nd generation in brain site” for the melanoma model). The cells were amplified in vitro and stored in liquid nitrogen until subsequent analysis.

### Array-comparative genomic hybridization analysis

DNA extraction from frozen samples was carried out following the manufacturer’s recommendations QIAmp DNA Mini Kit, Qiagen Valencia, CA, USA). The quantity and quality of the extracted DNA were were assessed on a NanoDrop platform (Thermo Fisher Scientific, Waltham, MA, USA) and by gel electrophoresis. CGH array analysis was achieved using pangenomic arrays consisting of 60-mer oligonucleotides (027411_D_F_20150623 design version, Mouse Genome 180 K CGH array, Agilent Technologies Santa Clara, CA, USA). The arrays were scanned using an Agilent G2505B scanner, and data were analysed with Agilent Feature Extraction Software (v10.7.3.1) against the mm9 (mm9: NCBI37) mouse genome assembly. The array data have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE250172 for public accessibility. CNVs were detected using the Aberration Detection Method 2 (ADM2) algorithm. CNVs was called either gain or deletion according to the log2 ratio distribution analysed with Genomic Workbench software (v5.0.14).

### Whole exome sequencing analysis

DNA was extracted as described in section “array-comparative genomic hybridization analysis”. Library preparation was performed using the SureSelect Target Enrichment System (Agilent Technologies, USA), with 1 µg of genomic DNA fragmented and the library purified and size-selected using AMPure XP beads (Beckman Coulter Life Sciences, USA). Following ligation of Ion Xpress barcodes and P1 adapters, the libraries were amplified.. The amplified DNA fragments underwent hybridization to biotinylated RNA library baits and subsequent capture using streptavidin-coated magnetic beads. Quality assessment of the captured library fragments was performed on a 2100 Bioanalyzer (Agilent Technologies, USA). Template preparation utilized Ion PI™ Hi-Q™ chemistry (Life Technologies, USA), with 50 pM of each library loaded onto an Ion Chef™ Instrument (Life Technologies, USA) for template enrichment. Templating efficiency of the Ion spheres was evaluated using a Qubit™ 2.0 fluorometer (Thermo Fischer Scientific, USA). Prepared libraries were loaded onto Proton PI chips v3 (two samples/chip) and sequenced on an Ion Proton using PI™ Hi-Q™ sequencing 200 chemistry (Life Technologies, USA) with a read length of 260 bp and 520 flow cycles. Data analysis involved the Ion Torrent platform-specific pipeline software (Torrent Suite v4.0) for read separation, sequence alignment to the mm10 mouse genome reference, target-region coverage analysis, and removal of low-quality reads. Exome sequencing data are publicly accessible through Sequence Read Archive (SRA) under the PRJNA1103364 bioproject number. The alignment file from the Torrent Suite was transferred to Ion Reporter (Ion Reporter v4.0) for variant file generation using default parameters. A total of 218, 914 variants (insertions/deletions/SNPs) were detected in the total samples.

### Targeted sequencing analysis

DNA was extracted as described in section “array-comparative genomic hybridization analysis”. AmpliSeq libraries were prepared using the Ion AmpliSeq Library Kit 2.0 and Ion AmpliSeq Custom Panel (Life Technologies). AmpliSeq technologies were used to design a custom NGS library including 190 amplicons in two pools, covering all the targets of interest (30.6 kb covered at 100%). The targets of interest were selected from the whole exome sequencing results, and filtered by the effects of the variants on genes, transcripts, protein sequences and regulatory regions. These effects were calculated using the Ensembl VEP and SIFT tools (https://www.ensembl.org/info/docs/tools/vep/index.html). Ten nanograms of each DNA sample served as the template for library preparation. Quality control of all libraries was conducted using the Agilent Bioanalyzer with high sensitivity chips. Template dilutions were calculated post-normalization of library concentrations to 100 pM using the Ion Library Equalizer Kit (Life Technologies). Library templates underwent clonal amplification using the Ion One Touch 2TM system as per the manufacturer’s instructions. Following enrichment of recovered template-positive Ion Sphere Particles, samples were sequenced using Ion 318 v2 chips on the Ion PGM System or Ion 530 chips on the Ion S5XL system (Thermo Fisher Scientific). Data analysis utilized the Torrent Suite Software v.5.2.2 (Thermo Fisher Scientific) with alignment to the mm10 mouse genome. Variant calling was optimized, achieving a mean depth of 5000 reads for each sample.

### ChIP sample preparation for sequencing

Cells were treated with 1% formaldehyde for 10 min at room temperature to cross-link proteins and DNA. The reaction was quenched with 125 mM glycine for 5 min, followed by cell collection and lysis in the following buffer [HEPES/KOH 0.01 M pH 7.9, KCl 0.01 M, MgCl_2_ 0.0015 M and 1 × protease inhibitor cocktail (Sigma-Aldrich)]. After centrifugation at 10,000×*g* for 10 min at 4 °C, the supernatant containing chromatin was collected. Chromatin was sheared by sonication at 4 °C using a Bioruptor 300 to generate fragments of approximately 200–400 bp in length, with 15 cycles of 30 s ON/OFF at the highest setting. For immunoprecipitation, 100 µL of the chromatin supernatant was incubated overnight at 4 °C on a rotating wheel with specific antibodies against H3K9 (Diagenode), H3K27 (#, Active Motif), or H3K4 (Diagenode) trimethylation, using 0.25 μg of antibody for 0.1 A_260nm_. Control experiments included the use of an equivalent amount of irrelevant control IgGs (Millipore). An aliquot of the same amount was saved as the input sample and stored overnight at − 20 °C. The next day, immune complexes were incubated with 100 µL of magnetic beads for 3 h at 4 °C under rotation. Beads were washed sequentially with low salt wash buffer, high salt wash buffer, and TE buffer 1X pH 8.0. Following each wash, beads were centrifuged at 960×*g* for 3 min at room temperature. After removing the supernatant, immune complexes were eluted with 210 µL of elution buffer and incubated for 15 min at 65 °C with stirring. Eluted material was collected by centrifugation at 16,000×*g* for 1 min at room temperature. The immunoprecipitated material was eluted at room temperature in elution buffer (100 mM NaHCO_3_, 1% SDS), and the crosslinking reactions were reversed by adding 100 mM NaCl and incubating at 65 °C overnight. The eluted material was then treated with Q-Protease (Qiagen) and RNase H to remove protein and RNA, respectively, and the enriched genomic DNA fragments were purified according to the Macherey Nagel protocol (Kit Nucleospin Gel and PCR Clean up), eluted in 35 µL of sterile water and stored until sequencing.

### Chip-Seq analysis

The DNA samples were sequenced at GATC (Eurofins Genomics, Ebersberg, Germany). Illumina sequencing libraries were prepared according to ISO 17025 standards and applied to an Illumina HiSeq 2500 platform (Illumina, San Diego CA, USA) for 50 bp paired-end sequencing, ensuring a minimum of 30 Mb per sample. The ChIP-Seq data (fastq) are publicly accessible through the Sequence Read Archive (SRA) under the PRJNA1054015 bioproject number. Analysis of the aligned data was conducted using the Partek Genomics Suite ChIP-Seq workflow (version PGS7.20.0831 for Windows). Standard methods were employed for data importation and quality control assessment. Peak detection allowed the identification of enriched regions, encompassing both novel and known genomic loci, thereby pinpointing potential targets.

### Array gene expression analysis

Total RNA extraction was conducted using the RNeasy Mini Kit (QIAGEN, Courtaboeuf, France) as per the manufacturer’s protocol, including additional DNase treatment. The yield and quality of total RNA were evaluated using an Agilent 2100 Bioanalyzer (Agilent Technologies, Massy, France). Gene expression analysis was performed using one-color whole Mouse 8 × 60 k microarrays (074809_D_F_20150624 slides, Agilent Technologies). cRNA labelling, hybridization, and detection followed standard protocols provided by Agilent Technologies. Cyanine 3-labelled cRNA was synthesized from 50 ng of total RNA using a low-input QuickAmp labelling kit, with RNA Spike-In serving as a positive control for labelling and amplification steps. Purified labelled cRNAs (600 ng each) were hybridized and washed according to manufacturer’s instructions, followed by scanning on an Agilent G2505C scanner. Data extraction was performed using Agilent Feature Extraction Software© (FE version 10.7.3.1). The microarray data are publicly accessible through the Gene Expression Omnibus (GEO) series accession number GSE250145. Statistical analysis and filtering were conducted using Genespring® software version GX13.0 (Agilent Technologies).

### Sample preparation for MS analysis

HPLC grade acetonitrile (ACN), water, and analytical reagent (AR)-grade trifluoroacetic acid (TFA) were from Biosolve B.V (Valkensvaard, Netherlands). Ammonium bicarbonate (NH4HCO3), DL-dithiothreitol (DTT), iodoacetamide (IAA), urea, tris(hydrochloric acid) (Tris–HCl), and sodium chloride (NaCl) were obtained from Sigma-Aldrich (Saint-Quentin Fallavier, France). Sodium dodecyl sulfate (SDS) was purchased from Bio-Rad (Marnes La Cocquette, France), and AR-grade formic acid (FA) wasfrom Fluka. Thiourea and urea were obtained from Fluka and Euromedex, respectively. Sequencing grade modified porcine trypsin was obtained from Promega (Trypsin Gold, Mass Spectrometry Grade, Charbonnières-les-Bains, France). Protein extraction and digestion were carried out following established protocols [51]. Cells were lysed in a buffer comprising 4% SDS and 100 mM DTT in 100 mM Tris–HCl (pH 7.6), followed by sonication for three 30-s cycles at 500 W and 20 kHz. Centrifugation at 14,000×*g* for 10 min at room temperature was then performed to pellet cell debris, and the supernatant containing proteins was collected. The Filter-Aided Sample Preparation (FASP) method was employed using Amicon Ultra-0.5 mL 10 kDa filters, following the protocol detailed in [51]. Protein digestion was conducted with trypsin (Promega, Gold MS, mass spectrometry grade) at a concentration of 20 µg/mL in 50 mM NH4HCO3, with an overnight incubation at 37 °C. Peptide digests were subsequently collected via centrifugation, and the filters were rinsed with 50 µL of 0.5 M NaCl. After adding 5% TFA, the digests were desalted using Millipore ZipTip C18 devices. The desalted solution was dried and reconstituted in water with 0.1% formic acid and 2% acetonitrile, ready for LC‒MS/MS analysis.

### LC–MS/MS analysis

Samples were analysed by online reversed-phase chromatography using a Thermo Scientific Proxeon EASYnLC 1000 system. The system was equipped with a precolumn (Acclaim Pepmap, 75 µm ID × 2 cm, Thermo Scientific, Waltham, MA, USA) and a C18 packed-tip column (Acclaim PepMap, 75 µm ID × 50 cm, Thermo Scientific, Waltham, MA, USA). Peptide separation was achieved with a gradient of acetonitrile (ACN) ranging from 5 to 35% over 120 min at a flow rate of 300 nL/min. The LC eluent was electrosprayed directly from the analytical column, with a voltage of 1.7–2.6 kV applied to the nanospray source. The chromatography system was connected to a Thermo Scientific Q Exactive mass spectrometer, set to operate in data-dependent acquisition mode, to target the Top 10 most intense ions. Survey scans were conducted at a resolving power of 70,000 FWHM (m/z 400) in positive mode, with an automatic gain control (AGC) target of 3e6. The default charge state was set to two, with unassigned and singly charged states being excluded, and dynamic exclusion enabled for 20 s. The scan range for survey scans was 300–1600 m/z. For data-dependent MS/MS (ddMS2) analysis, the scan range was set from 200 to 2000 m/z, with one microscan acquired at 17,500 full width at half maximum (FWHM). An isolation window of 4.0 m/z was used for selecting precursor ions.

### Data analysis MS

All MS data were processed using MaxQuant software (version 1.5.6.5) with the Andromeda search engine. Proteins were identified by searching MS and MS/MS data against the Mus musculus database (50,306 sequences). Trypsin specificity was selected for the digestion mode, with N-terminal acetylation and methionine oxidation as variable modifications. Carbamidomethylation of cysteines was set as a fixed modification, allowing up to two missed cleavages. An initial mass accuracy of 6 ppm was chosen for MS spectra, with a minimum of two peptides and at least one unique peptide per protein. The MS/MS tolerance was set to 20 ppm for HCD data. The false discovery rate (FDR) for peptide spectrum matches (PSMs) and protein identification was set to 0.01. Label-free quantification (LFQ) of proteins was conducted using the MaxLFQ algorithm integrated into MaxQuant with default parameters. Identified proteins were further analysed using Perseus software (version 15.6.0). The data file containing identification information was filtered to remove hits to the reverse database, proteins identified only with modified peptides, and potential contaminants. The LFQ intensity values were logarithmically transformed (log2[x]). Categorical annotation of rows was used to define different groups of replicates. For statistical analysis, only significant proteins according to the Student’s t-test were considered.

### GO pathway enrichment analysis

The Protein–Protein Interaction (PPI) network and Gene Ontology (GO) analyses of differentially expressed proteins and proteins associated with mutated genes were constructed using STRING version 10.0 (http://string-db.org/). Pathway enrichment analyses were visualized as bubble plots generated with GraphPad Prism version 10.2.0.

### Physical properties measurements

Electrical impedance measurements were conducted using a hybrid micro electro-mechanical systems (MEMS)/microfluidic device fabricated on a silicon-on-insulator wafer with a two-mask process [52]. This device featured an embedded microfluidic channel with 3D facing electrodes on each side for electrical measurements. The electrical properties of the cells influenced the current passing between the electrodes as they flowed through the channel [53]. The measurements were carried out with a lock-in amplifier (HF2LI, Zurich Instruments) and a trans-impedance amplifier (1 k gain, HF2TA, Zurich Instruments) using a 1-V_rms_ driving signal. The flow rate was set at 3 µL/min, controlled by a pressure pump (LineUpTM Push–Pull, Fluigent) connected to the outlet. Changes in the real and imaginary components of the current, amplified to a potential difference, were recorded as each cell passed between the electrodes. Data processing was performed using a custom Python script to extract the response of each cell. To account for potential variations in device characteristics, the cell responses were normalized against the median response of the parental cells. Statistical analyses were performed using Student's t-tests.

### Analysis of public datasets

DNA-seq, RNA-seq, and CNV datasets from human AML samples and melanoma [16, 22, 23, 54] are available in the public domains cBioPortal [55–57] and NIH National Cancer Institute GDC Data portal. Version 1.0.

### Supplementary Information

Additional file 1: Table S1. The following raw data were obtained: exome sequencing data, histone epigenetic marker data, transcriptomic gene expression data and proteomic MS data. a) Description of mutation types in the indicated genes in DA1-3b and B16-F1 cells. b) Multiomics data analysis from CNV, histones marks, and transcriptomic gene expression data for the indicated mutated genes in both MRD models. c) Percentages of the indicated mutated genes and the associated CNVs in the human AML and melanoma cohorts. d) Percent of the 50 most frequently mutated genes and the associated CNVs in the human AML and melanoma cohorts. The values are represented by a distinct colour gradient. For human melanoma samples, the results are represented according to the stage of disease progression, i.e., primary or metastatic tumours. The data were extracted from the public domain GDC portalversion 1.0. e) Proteomic MS analysis and resulting LFQ data in both MRD models. f) Multiomics data analysis of CNV, histones marks, and transcriptomic gene expression data for the indicated dysregulated proteins in the leukemia model. g) Multiomics data analysis of CNV, histones marks, and transcriptomic gene expression data for the indicated dysregulated proteins in a melanoma model. h) Multiomics data analysis of CNV, histones marks, and transcriptomic gene expression data for the 11 common dysregulated proteins in both MRD models

Additional file 2: Figure S1. Karyotype profiles of parental and dormant cells from the 2 MRD models. In the following order, the conditions were B16-F1GFP-M, B16-F1GFP-D, B16-F1GFP-DB#1, B16-F1GFP-DB#2, B16-F1GFP-DB#3, DA1-3b, DA1-3b/D60, and DA1-3b/D365 cells

Additional file 3: Figure S2. Multiomics data analysis of CNV, histones marks, and transcriptomic gene expression data for the indicated exclusively expressed proteins in dormant or parental cells from the MRD melanomaand leukemiamodels

## Data Availability

The datasets generated and/or analysed during the current study are available as indicated in “Materials and methods” section. The remaining data generated or analysed during this study are included in this published article [and its supplementary information files].

## Abbreviations

ACN: Acetonitrile
AGC: Automatic gain control
AML: Acute myeloid leukemia
CGH: Comparative genomic hybridization
CHiP-seq: Chromatin immunoprecipitation followed by sequencing
CNV: Copy number variation
DNA: Deoxyribonucleic acid
DTT: Dithiothreitol
FA: Formic acid
FWHM: Full width at half-maximum
GM-CSF: Granulocyte–macrophage colony-stimulating factor
GO: Gene ontology
GEO: Gene expression omnibus
IAA: Iodoacetamide
IL-12: Interleukin-12
LFQ: Label-free quantification
MEMS: Micro electro-mechanical systems
MRD: Minimal residual disease
MS: Mass spectrometry
PPI: Protein–protein interaction
RNA: Ribonucleic acid
SDS: Sodium dodecyl sulfate
SIFT: Sorting Intolerant From Tolerant
SMG: Significantly mutated gene
SNP: Single nucleotide polymorphism
SNV: Single-nucleotide variant
VAF: Variant allele frequency
WES: Whole exome sequencing

# Supplementary material for: Deciphering genetic and nongenetic factors underlying tumour dormancy: insights from multiomics analysis of two syngeneic MRD models of melanoma and leukemia
**Source:** Biol Res. 2024 Sep 3;57:59. doi: 10.1186/s40659-024-00540-y
**Supplement:** Supplementary file 3 — Additional file 3: Figure S2. Multiomics data analysis of CNV, histones marks, and transcriptomic gene expression data for the indicated exclusively expressed proteins in dormant or parental cells from the MRD melanomaand leukemiamodels

# Leukemia

CNV Histone marks RNA

CNV Histone marks RNA

DA1-3b/D365  
DA1-3b  
DA1-3b/D365  
DA1-3b  
DA1-3b/D365 vs DA1-3b

DA1-3b/D365  
DA1-3b  
DA1-3b/D365  
DA1-3b  
DA1-3b/D365 vs DA1-3b

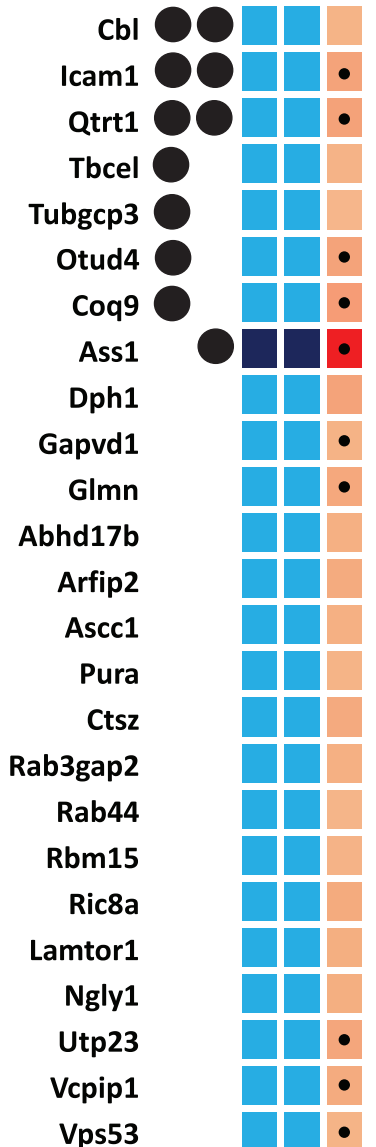

Exclusive DA1-3b/D365 proteins

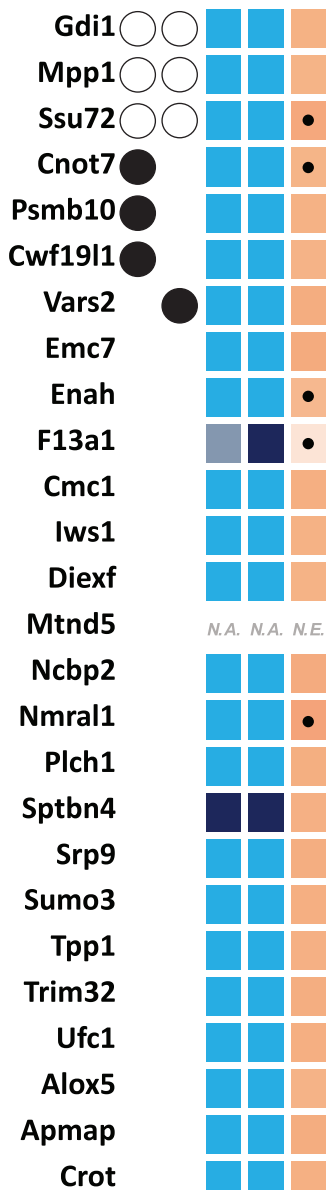

Exclusive DA1-3b proteins

CNV

○ Deletion

● Amplification

N.E. Not expressed

N.A. Not applicable

● p value < 0.05

Histone marks

■ H3K4me3

■ H3K9me3

■ H3K27me3

Log<sub>2</sub>(FC)

4.89

3

1

0

-1

-3

-5.42

How the deposited data were processed for this re-analysis (not part of the article)

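Expression of RNA was measured with 24 Agilent mouse arrays of 1 colour (Cy3), on 3 slides of 8 arrays. The arrays held B16-F1GFP-M (3 arrays), B16-F1GFP-D (4), 3 lines of the second generation of dormant melanoma cells, here named DB733 (4), DB735 (3) and DB739 (3) after the numbers in their titles, DA1-3b (4) and DA1-3b/D365 (3). The titles of the parental leukemia arrays do not name DA1-3b, which is inferred from the single leukemia comparison in the paper. The series of these arrays is not the one that the paper's text names for its array data. The paper gives 3 experiments per group. The authors labelled 50 ng of total RNA per sample, scanned each slide in 1 scan and deposited, for each spot, the intensity after background subtraction and spatial detrending by the scanner software, per the file headers. No scaling between arrays had been applied to these intensities, and the values in the deposited series table equal them on every array. The paper names GeneSpring GX 13.0 for the arrays, while its text names no normalization and no test for them.

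Each array has 62976 spots, of which 3671 are controls and 59305 measure 56605 distinct probes. Spots marked as outliers by the scanner software (2468 over all arrays) were left out, no spot was saturated, and spots of the same probe were averaged. Intensities were put on the log2 scale and expressed relative to the 75th percentile of their array. Probes were joined to genes through their RefSeq accessions, which gave 22911 gene symbols, 7899 of them with several probes, and 22711 transcripts without a symbol that kept their own identifier. Each gene was represented by the probe with the highest mean over the arrays of a fit. Of the 506 gene names in the paper's Table S1, 498 were on the array.

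Lines were compared with limma 3.58.1 in R 4.3.3, two-sided, in a fit of the 17 melanoma arrays, a fit of the 7 leukemia arrays and a fit of all 24 arrays for the difference of the dormancy change between the models. Tested were genes whose probe was well above the background on at least 3 arrays, in each model for the fit of all arrays. P-values were adjusted by the method of Benjamini and Hochberg over all genes of a fit, with a threshold of 0.05. Residual degrees of freedom were 12, 5 and 17, and those of the prior 1.73, 2.5 and 2.03. Tables were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The number of arrays limits the precision of all values.

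A gene counted as detected in a line when any of its probes was well above the background on at least 50% of the arrays of the line. Lists of mutated genes with their histone marks, proteins with their label-free quantities and copy number calls were taken from Table S1. Counts of detected genes were compared with Fisher's exact test. Sets of genes of changed proteins were tested with camera and fry from limma, whose p-values are not exact. Relations across genes and medians by copy number call were tested with 100000 permutations, and relations within the higher or lower proteins with 10000. Single genes were also compared by an exact permutation of the arrays, where 4 arrays against 3 give 35 divisions. Where a gene was not above the background on any array of a line, its change is given as a lower bound, and where only some arrays were, their number is given.

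Genes are named by a rule. It takes every gene the paper names in its results for these comparisons. It also takes the genes with the largest fitted change among those past the threshold. They are 10 for each dormancy comparison and 5 for each second-generation line against B16-F1GFP-D. These had to have all arrays of the lines apart and a probe above the background on every array of at least 1 of the lines. Names of clones and predicted genes were passed over. Genes outside the rule are marked as such where they are named.

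The arrays behind the fold changes of Table S1 were sought by comparing its values with means over all choices of arrays. For leukemia all 7 arrays came closest, with a median absolute difference of 0.0116 over 201 genes after normexp background correction, and for melanoma B16-F1GFP-D replicates 0, 1 and 3. The paper's arrays are thus inferred and not stated.

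The replicate numbers in the sample titles were tested as pairs by the correlation of residuals across genes. They were 0.57, -0.07 and 0.17 for DA1-3b/D365 and DA1-3b and 0.14, -0.38 and -0.44 for B16-F1GFP-D and B16-F1GFP-M, so that the numbers were not used as pairs. Lines DB733 and DB739 shared variation with B16-F1GFP-M arrays of the same number, with correlations from 0.54 to 0.91, and their blocked counts are given beside the others.

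The fits were tested on simulated data, with 200 genes changed among those measured. At a log2 change of 2, 72% of 50 genes were recovered for B16-F1GFP-D against B16-F1GFP-M, 68% for DA1-3b/D365 against DA1-3b, 70% for line DB735 against B16-F1GFP-D and 74% for the difference between the models. At a log2 change of 0.5 these shares were 12%, 0%, 4% and 0%, and between 2 and 5 unchanged genes were called in each.

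The alternatives, chosen before the data were examined, were normexp background correction with an offset of 50, quantile normalization, no filter on dim probes, a filter on every array, the mean of all probes of a gene, the values of the series table, the slide, the replicate number or the date label in the titles (6 arrays carry it) as a block, a fit of the compared lines alone or of all 24 arrays, other rules of detection, other thresholds and leaving out each array. For normexp the median signal of a spot took the place of its mean, which the files do not hold. Chosen after the data were seen were normexp together with leaving out B16-F1GFP-D replicate 2, leaving out that array for the relations across genes, the copy number medians, the overlap and the difference between the models, and comparisons among the second-generation lines.

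Fisher tests of histone marks in melanoma and of the share of expressed genes between the models had been planned and were run only after the counts had been seen. The names in Table S1 are not complete, so these tests were also run with the missing genes set against the difference. The second-generation lines stand at no statement of the results, since the paper refers to earlier work for their RNA. Their values are among the additional observations.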

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

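Chosen only after their results had been seen were the tests of the negative control spots, of the date label, the slide, a wrong label and a partial loss of the shared changes for line DB735, of the slide for the difference between the models, and the comparisons among the second-generation lines.

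B16-F1GFP-D replicate 2 stood far from the other 3 arrays of its line, with a median signal of 155.44 against 21.14 to 31.61. Signal was also well above the background on 90.3% of its spots. A higher gain of the scanner or a higher background would raise the negative control spots too, and their median signal was 4.76, within 3.74 to 6.54 of the other arrays. RNA of the leukemia cells would raise the transcripts that only the leukemia lines express, and the brightest of these gained 51.2, near the 46.4 of probes dim on all other arrays, although their median signal on the leukemia arrays was 1589. An array of another line under a wrong label is also argued against, as the genes that separate the dormant from the parental line moved on it with a slope of 0.887 on the change in the other arrays, and those that separate the second-generation lines with slopes of 0.15, 0.0842 and 0.0517. Genomic DNA in the sample may have added signal to all mouse probes, and this stays open. Of 17673 probes dim on the other 23 arrays, 75.4% were well above the background on this one, but the added signal ranged from 4.87 to 170 between the 10th and the 90th percentile, which is neither all probes nor a narrow range. No biological explanation was tested, since the design names no difference between this array and the others of its line.

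Line DB733 replicate 1b had 149 spots marked as outliers by the scanner software, against 85 to 93 on the other arrays of the line. In all, 21 groups of arrays were tested for a single distant array, and about 1 in 20 groups is set apart by chance. No explanation was tested.

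Among the genes named in the text, a single array lay far from the others of its line in 7 of 106 groups, where chance gives 5.3. On DA1-3b replicate 0 these were *Dapk1* with a log2 signal of -1.92 (others -1.28 to -1.16), *Pgk1* with 8.49 (others 9.03 to 9.12) and *Selenbp1* with 4.23 (others 6.58 to 7.01). On DA1-3b replicate 1 they were *Cyp11a1* with 2.50 (others 2.00 to 2.03) and *Cth* with -6.76 (others -6.89 to -6.87), and on DA1-3b replicate 3 *Dnaja2* with 2.33 (others 2.66 to 2.69). On B16-F1GFP-D replicate 2 it was *Nrk* with -4.65 (others -6.65 to -6.41), a gene dim on the other dormant arrays and thus open to the added signal of that array. For the leukemia genes no explanation was tested.

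The change with dormancy differed between melanoma and leukemia for 292 of 21054 genes, 139 with a higher and 153 with a lower change in melanoma, and 1747 genes had an unadjusted p under 0.05. *Ass1* was among them, with a difference of -5.60 on the log2 scale (adjusted p = 5.09e-06 from limma), and so were *Adssl1* with 3.65 and *Intu* with -6.07. *Rab38* and *Ddc* were too, but the size of their difference cannot be read, as neither was above the background in DA1-3b/D365. With the slide as a block the count was 524, which argues against the slide as its cause, and without B16-F1GFP-D replicate 2 it was 281, which argues against that array. Among 100 divisions of the arrays within the models, 5 gave a count as large, so chance cannot be excluded for the count. The biology of the cell types or of their niches stays open and was not tested.

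The paper does not report the RNA of the second-generation dormant lines, for which it refers to earlier work. Against B16-F1GFP-M, 955 genes differed in line DB733 (540 higher), 859 in line DB735 (512 higher) and 634 in line DB739 (378 higher). Against B16-F1GFP-D the counts were 88 for line DB733 (73 higher), 1613 for line DB735 (876 higher) and 56 for line DB739 (33 higher). With the replicate number as a block, which pairs arrays of lines DB733 and DB739 with those of B16-F1GFP-M, the counts against B16-F1GFP-M were 1029 and 723. Chance is argued against for line DB733 against either line, where 1 of 35 divisions, the real one, gave a count as large in each. The largest count of any other division was 1 in both. It is not excluded, since 35 divisions allow no smaller share and several such counts were examined. Against B16-F1GFP-D, the count of line DB733 was 22 in a fit of the 2 lines alone. For line DB739 against B16-F1GFP-D the share was also 1 of 35, but by a narrow margin, as another division gave 48 genes. That count was 1 in a fit of the 2 lines alone and 24 without 1 array of line DB739, so it is not firm. For lines DB735 and DB739 against B16-F1GFP-M the share was 1 of 10, and so few divisions cannot exclude chance. Every other division gave 0 genes in both, against 859 and 634, which argues against chance for these counts. For line DB735 against B16-F1GFP-D chance cannot be excluded, as 2 of 35 divisions gave a count as large. The other of these set B16-F1GFP-D replicates 1 to 3 apart from replicate 0 and line DB735, which is the division by the date label in the titles, with 1863 genes. With that label as a block the count was 1006. A shared control correlates such comparisons even without any change. The changes of B16-F1GFP-D and line DB733 against B16-F1GFP-M had a correlation of 0.716, where simulations without change gave at most 0.589. For line DB739 the value was 0.64, where they gave at most 0.549, and for line DB735 0.387, where they gave at most 0.548. Past the threshold in both comparisons, line DB735 had 194 genes in the same direction and 32 in opposite directions, where simulations gave at most 1 alike. Line DB739 had 411 and 3, and line DB733 526 and 1, where they gave 0 alike. These simulations drew every gene and array independently, whereas the slide took 61.3% of the variance within groups of the melanoma arrays. Their limits may therefore be too narrow, and they cannot decide whether changes are shared. The correlation of line DB735 lay below even their mean of 0.533.

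Line DB735 lay farther from B16-F1GFP-D than the other lines. The arrays without a date label as a batch are argued against by line DB739, which has no such label either and differed in 56 genes. The slide as cause is argued against by a count of 2997 with the slide as a block, and 1 array under a wrong label by a lowest count of 900 when each array of the line was left out. Without B16-F1GFP-D replicate 0 the count was 2568. A candidate explanation is that line DB735 keeps only part of the changes that B16-F1GFP-D shares with lines DB733 and DB739. Of 383 such genes, 40.7% were past the threshold in line DB735, while 307 had the same sign. For the other lines, 156 of 158 such genes were past it in line DB733 and 156 of 177 in line DB739. Only 209 of the 383 genes were past the threshold between line DB735 and B16-F1GFP-D, where 1613 differ in all. Such a partial loss could therefore cover only a small part of the distance. This explanation was found and tested on the same arrays and remains a hypothesis, and a difference in how the lines were derived was not tested.

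Among the genes with the largest changes against B16-F1GFP-D were *Crb2*, *Clu*, *Rab19*, *Cd72* and *C1ql3* in line DB733, all higher, with log2 fold changes from 3.04 to 3.67. Of the 4 B16-F1GFP-D arrays, only 2 were above the background for *Crb2* and 1 each for *Rab19* and *C1ql3*, so the size of these changes is uncertain. In line DB735, *Rps6ka6* was at least 17.8-fold higher, *Qpct* at least 16.1-fold lower and *Aspg* at least 14.9-fold lower, and *Cdkn1c*, above the background on 2 of the 4 B16-F1GFP-D arrays, rose by 4.52 on the log2 scale. In line DB739, *Rangrf* was at least 35.5-fold lower, *Tvp23a* at least 3.18-fold lower, and *Mocos*, *Nsg1* and *Pdzk1ip1* had log2 fold changes of 2.89, 2.79 and 2.63, where 3 of the 4 B16-F1GFP-D arrays were above the background for *Nsg1* and 2 for *Pdzk1ip1*. *Rab19* and *C1ql3* were no longer past the threshold when any single array of line DB733 was left out, *Pdzk1ip1* when any of line DB739 was, *Tvp23a* with the mean of all probes, and *Mocos* with quantile normalization.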

How the results depend on the processing

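Normexp over B16-F1GFP-D replicates 0, 1 and 3, and the difference between the models, the overlap, the copy number medians and the protein relations without B16-F1GFP-D replicate 2, were run after the data had been seen.

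Of the values of summary results under the alternatives chosen beforehand, 374 stayed on their side of the threshold or within 1.5 times their count, and 91 counts moved beyond it. A set shift passed the threshold anew in 3 and no longer passed it in 6. No difference past the threshold changed its sign, while the balance of higher and lower genes turned in some settings. For B16-F1GFP-D against B16-F1GFP-M, 389 and 340 became 254 and 325 with normexp, 330 and 423 with quantile normalization, 342 and 429 with the filter on every array, 631 and 704 with the slide as a block, and 536 and 659 without B16-F1GFP-D replicate 0. For DA1-3b/D365 against DA1-3b, 115 and 134 became 89 and 79 with normexp, 60 and 45 with the filter on every array, and 102 and 95 without DA1-3b replicate 1, and with quantile normalization slightly more genes were higher than lower. For line DB735 against B16-F1GFP-D, 876 and 737 became 712 and 757 with the mean of all probes and 488 and 518 with the date label as a block. For line DB739 against B16-F1GFP-D, 33 and 23 became 31 and 50 with the replicate number as a block and 23 and 40 with the date label. For the difference between the models, 139 and 153 became 267 and 141 without the filter on dim probes and 140 and 110 with the mean of all probes. The values of the series table gave every count again.

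For B16-F1GFP-D against B16-F1GFP-M (729 genes), the count was 386 without the filter on dim probes, 1335 with the slide as a block, 104 in a fit of the compared lines alone and 3366 at an unadjusted p, and between 575 and 786 in the other settings. With the replicate number as a block it was 786. For DA1-3b/D365 against DA1-3b (249) it was 105 with the filter on every array, 120 with the replicate number as a block, 384 in a fit of all 24 arrays and 1613 at an unadjusted p, with 168 to 249 in the others. For the difference between the models (292) it was 524 with the slide as a block and 1747 at an unadjusted p, with 215 to 408 in the others and 281 without B16-F1GFP-D replicate 2.

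For the second-generation lines, the counts without the filter on dim probes were 534, 483 and 395 against B16-F1GFP-M for lines DB733, DB735 and DB739, and 53, 907 and 27 against B16-F1GFP-D. With the slide as a block they were 1590, 1551 and 1074 against B16-F1GFP-M, and 2997 for line DB735 against B16-F1GFP-D. In a fit of the compared lines alone they were 536 for line DB735 against B16-F1GFP-M, and 22, 236 and 1 against B16-F1GFP-D. The date label as a block gave 1006 for line DB735 against B16-F1GFP-D. At an unadjusted p they were 3567, 3286 and 2780 against B16-F1GFP-M, and 1177, 4561 and 1407 against B16-F1GFP-D. The split of higher and lower genes moved with the scaling for line DB733 against B16-F1GFP-D, from 73 and 15 to 75 and 5 with normexp, and for line DB739 from 33 and 23 to 51 and 10. Quantile normalization raised the median of all genes by 0.14 for line DB735 against B16-F1GFP-D, with 1057 higher and 815 lower, and lowered that of the difference between the models by 0.11.

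With each array left out, the counts ranged from 358 to 1195 for B16-F1GFP-D against B16-F1GFP-M, where 1195 was without B16-F1GFP-D replicate 0, and from 119 to 274 for DA1-3b/D365 against DA1-3b. Against B16-F1GFP-M they ranged from 510 to 737 for line DB733, from 501 to 629 for line DB735 and from 391 to 496 for line DB739. Against B16-F1GFP-D they ranged from 53 to 115 for line DB733, from 900 to 2568 for line DB735 and from 24 to 95 for line DB739. Fewer arrays also change which genes are tested and which probe is the brightest.

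Mutated leukemia genes without RNA stayed at 29 for H3K27me3, 9 for H3K9me3 and 0 for H3K4me3 with each array left out, and a call on every array gave 1 for H3K4me3. In melanoma, a call on any single array gave 1 for H3K4me3 and 3 for H3K9me3, and the more permissive call gave 4 for H3K9me3. With each array left out these were 2 and between 10 and 12. Shares of expressed genes stayed at 52.3% and 91.4% with each array left out. The Fisher's exact p between the models was at most 0.00057 over the rules of detection, and that of H3K9me3 against H3K4me3 in melanoma at most 0.0186, with a call on any single array.

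Of the mutated melanoma genes, 2 changed past the threshold, with 1 without the filter, 6 with the slide as a block, 16 at an unadjusted p and between 2 and 6 with each array left out. Of the mutated leukemia genes none was higher past the threshold in limma, with 9 at an unadjusted p and 0 with each array left out.

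For genes of upregulated melanoma proteins, 13 were higher at an unadjusted p, 2 at an adjusted p, 29 with normexp over the 3 dormant arrays, and between 5 and 31 with each array left out. The camera p of 0.00731 was 0.815 without the filter and 0.0567 with the slide as a block, and between 1.82e-09 and 0.931 with each array left out. For downregulated melanoma proteins, 16 were lower, 6 at an adjusted p and between 11 and 26 with each array left out. Their camera p of 1.47e-05 was 0.273 with normexp over the 3 dormant arrays and between 2.82e-11 and 0.303 with each array left out.

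For upregulated leukemia proteins, 14 were higher at an unadjusted p, 6 with the replicate number as a block, 0 at an adjusted p and between 4 and 19 with each array left out. Their camera p ranged from 7.60e-11 to 6.73e-07 with each array left out. For downregulated leukemia proteins, 5 were lower, 1 at an adjusted p and between 3 and 8 with each array left out. Their camera p of 0.367 was 0.00755 with quantile normalization and between 0.0204 and 0.538 with each array left out.

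The genes changed alike in both models were 7, and 4 with normexp, with the filter on every array or with the mean of all probes. For the 11 common proteins, between 1 and 4 changed at an unadjusted p in melanoma and 0 or 1 in leukemia with each array left out. The correlations of protein and RNA stayed between 0.73 and 0.75 in leukemia and between 0.39 and 0.42 in melanoma over all settings. The relation of RNA to copy number stayed past the threshold in melanoma, with a difference of medians from -0.30 to -0.18, and did not pass it in leukemia, at -0.08 to 0.01. In neither model did this test take account of the direction of the protein change.

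Of the values of named genes, 1271 stayed on their side of the threshold under the alternatives chosen beforehand, 22 no longer passed it, 6 passed it anew and 4 moved by more than the spread between replicates. *Eml2* passed it in melanoma with the slide as a block, at -0.61, and without B16-F1GFP-D replicate 0, at -0.74. *Pgk1* had a log2 fold change of 0.14 in melanoma without B16-F1GFP-D replicate 2.

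Beyond the numbers of arrays and of genes tested, the cause of these changes was not tested. Signal over background limits the comparison of dim genes: for genes not above the background in a line only a lower bound of the change can be given, and whether such a gene is silent or weakly transcribed cannot be read from these arrays.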

Differences from the paper's values

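Normexp over B16-F1GFP-D replicates 0, 1 and 3 is the only setting below that was chosen after the values had been seen.

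For leukemia genes with H3K4me3 and no RNA the paper's count is 2 and the count found here 0. None of the alternatives set before the data were examined reaches it, and a call on every array gives 1. For melanoma genes with H3K4me3 the paper's count is 1 and the count here 2. A call on any single array gives 1, while the other rules of detection and leaving out each array do not reach the paper's count.

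The paper's share of exclusively mutated genes expressed in dormant cells is 89% in leukemia, and 52.3% was found here. The call of a positive and significant signal, at 61.4%, comes within 1.5 times of the paper's share, and the other rules of detection and leaving out each array do not. In melanoma the paper's share is 56% and the share here 91.4%, and no alternative comes near it. Table S1-b itself holds an RNA value for 54.5% of these genes in leukemia and 88.9% in melanoma, near the paper's shares with the models exchanged. Leukemia has the higher share in the paper's text, and melanoma has it here.

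The paper counts 22 upregulated leukemia proteins with higher RNA, and 14 were found here at an unadjusted p under 0.05. Within 1.5 times of the paper's count are normexp with 20, no filter on dim probes, the filter on every array and the slide as a block with 15 each, and leaving out DA1-3b replicate 1 with 19. Quantile normalization, the mean of all probes, the series table, the replicate number as a block, an adjusted p and leaving out any other array are not. Of the genes the paper names among these, *Cyp11a1*, *Ppih*, *Tpm4* and *Upf1* passed with normexp, *Nudt5* with the mean of all probes, and *Psmg2* with the slide as a block, without a filter, with the filter on every array, and without DA1-3b replicate 0 or DA1-3b/D365 replicate 3. *Phpt1*, *Ppih*, *Psmg2*, *Tpm4* and *Upf1* passed in a fit of all 24 arrays, *Cyp11a1*, *Phpt1*, *Tpm4* and *Upf1* without DA1-3b replicate 1, and *Cyp11a1* without DA1-3b/D365 replicate 1. *Cryzl1*, *Dtymk* and *Nedd4* passed in none of these settings.

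Fold changes in leukemia are compared on the log2 scale with Table S1, and every alternative set beforehand and not named for a gene leaves its difference. For *Asns* the paper's value is 0.62 and the value here 0.42. Normexp and leaving out DA1-3b replicate 1 give 0.49 and the mean of all probes 0.62, which lie within the error. For *Eif2b4* the paper's value is 0.49 and the value here 0.10, with 0.35 for the mean of all probes and 0.60 for its other probe. For *Tln1* the paper's value is 0.27 and the value here 0.42, with 0.26 for the mean of all probes and 0.33 without DA1-3b/D365 replicate 3. For *Nedd4* the paper's value is 0.47 and the value here -0.23, and no alternative closes the gap. For *Dtymk* the paper's value is 0.40 and the value here 0.22. Normexp gives 0.28, the slide as a block 0.25, and leaving out DA1-3b replicate 0 or DA1-3b/D365 replicate 1 or 3 gives 0.28, 0.31 and 0.24. For *Nqo2* the paper's value is 0.34 and the value here 0.65. Normexp gives 0.60, quantile normalization 0.58, the mean of all probes 0.48, and leaving out DA1-3b replicate 3 or DA1-3b/D365 replicate 0 gives 0.55 and 0.46.

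For *Ass1* in leukemia the paper's value is 4.90 and the value here 5.33, with 4.63 by normexp and 5.15 without DA1-3b replicate 1. For *F13a1* the paper's value is -5.43 and the value here -7.18. Normexp and the mean of all probes give -6.34 each, and leaving out DA1-3b/D365 replicate 0 gives -6.35. The other alternatives leave the difference for both genes.

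In melanoma, the values here are those over all 4 B16-F1GFP-D arrays. A value of the other sign is counted as different even where it lies near the paper's, which applies to *Ass1*, *Eef2*, *Gyg* and *Pgk1*. For *Ass1* the paper's value is 0.04 and the value here -0.27, with 0.01 without B16-F1GFP-D replicate 2 as the only alternative set beforehand that has the paper's sign. For *Eef2* the paper's value is 0.03 and the value here -0.11. No alternative set beforehand has the paper's sign, and the nearest are the mean of all probes, at -0.01, and leaving out B16-F1GFP-M replicate 0 or B16-F1GFP-D replicate 2, at -0.02 each. For *Lta4h* the paper's value is -0.26 and the value here -0.59, and no alternative set beforehand closes the gap. For *Slc25a3* the paper's value is 0.19 and the value here -0.16, and only leaving out B16-F1GFP-M replicate 0, at 0.02, has the paper's sign. For *Arfgef3* the paper's value is -2.11 and the value here -1.89, and only quantile normalization, at -2.02, comes within the error. For *Eno1* the paper's value is 0.55 and the value here 0.26. The mean of all probes gives 0.45, leaving out B16-F1GFP-M replicate 0 gives 0.36 and leaving out B16-F1GFP-D replicate 2 gives 0.35, and the others leave the difference.

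For *Gyg* the paper's value is 0.13 and the value here -0.14, with 0.06 without B16-F1GFP-D replicate 2 and no other alternative set beforehand of the paper's sign. The nearest of the others is -0.02, without B16-F1GFP-M replicate 2. For *Pgk1* the paper's value is 0.17 and the value here -0.03. Normexp and quantile normalization give 0.00, leaving out B16-F1GFP-M replicate 2 gives 0.04 and leaving out B16-F1GFP-D replicate 2 gives 0.14. For *Tpi1* the paper's value is 0.33 and the value here 0.06. Normexp gives 0.13, the mean of all probes 0.16, leaving out B16-F1GFP-M replicate 2 gives 0.12 and leaving out B16-F1GFP-D replicate 2 gives 0.21. The other alternatives set beforehand leave the difference for both. Normexp over B16-F1GFP-D replicates 0, 1 and 3, chosen after seeing the values, gives 0.03 for *Ass1*, 0.43 for *Eno1*, 0.10 for *Gyg*, 0.16 for *Pgk1* and 0.29 for *Tpi1*.

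The paper names *Eno1* among the mutated leukemia genes with the strongest expression in dormant against parental cells, and here its log2 fold change was -0.14, near the -0.09 that Table S1 itself gives, while *Ptpn11*, mutated in the parental cells alone, had the highest of all mutated genes. *Eif2b4*, named as overexpressed, had 0.10, and 0.60 on its other probe. The paper lists *Nedd4* among the genes with higher RNA in dormant cells, and its RNA was lower here.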

Other observations

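Chosen only after their results had been seen were the test of the date label for B16-F1GFP-D against B16-F1GFP-M, the correlation estimated for the genes of upregulated leukemia proteins and the test of the slide for the raised transcripts in leukemia.

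The genes changed between B16-F1GFP-D and B16-F1GFP-M were as many in 2 of 35 divisions of these arrays, so chance cannot be excluded for their count. The other division set B16-F1GFP-D replicates 1 to 3 apart from replicate 0 and the parental arrays, which is the division by the date label in the titles, and gave 749 genes. It differs from the real division only in the side of replicate 0, so it keeps much of the difference between the lines. The next largest count of a division was 51. With the date label as a block 575 genes passed, which argues against that label as the whole cause.

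B16-F1GFP-D replicate 0 lay between the lines, with a slope of 0.662 on the change in the other arrays, against 1.02, 0.887 and 0.991 for replicates 1 to 3. Parental cells in that sample may explain it, and the test cannot tell. The 31 genes at least 4-fold lower in the other dormant arrays give a median share of parental signal of 28.5% with quartiles of 6.26% and 45.3%, and the 142 genes at least 4-fold higher give 12.8% with quartiles of -40.5% and 64.7%. A slower or earlier entry into dormancy was not tested.

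The arrays of slide 1 lay apart from those of slides 2 and 3 within the groups. The slide took 61.3% of the variance within groups in melanoma, where chance gives 16.7%. The brightness of the arrays is argued against as the cause, since quantile normalization left 55.8%. A hybridization or scan shared by the arrays of a slide is consistent with a correlation of 0.841 across genes between the effect of slide 1 in melanoma and in leukemia, the largest of 21 choices of leukemia arrays. The genes are not independent replicates. No biological explanation was tested.

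In leukemia, 2 of 35 divisions of the arrays gave as many genes as the comparison of the lines, so chance cannot be excluded for that count. The other division set DA1-3b replicates 0 and 3 and DA1-3b/D365 replicate 3 apart and gave 1192 genes, 1190 of them raised and 2 lowered, with a median log2 rise of 1.40. The slide is argued against, as DA1-3b replicate 1, on the slide of DA1-3b/D365 replicate 3, had a mean log2 signal of -3.20 over these transcripts and DA1-3b/D365 replicate 3 had -1.89. A wrong label is argued against by a slope of 0.948 for DA1-3b/D365 replicate 3 on the change fitted without it. A candidate explanation is unspliced or noncoding RNA or genomic DNA carried over to a different degree in each sample, and the 3 were not told apart. Of the transcripts, 93.6% lack a gene symbol, against 42.4% of all tested. On the melanoma arrays, where they were not chosen, their mean had an SD within groups of 0.66, and the highest among 1000 sets of like brightness without a symbol was 0.227. A state of the cells was not tested.

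For the upregulated leukemia proteins, 14 genes had higher RNA, and 1 of 35 divisions, the real one, gave a count as large. The largest count of any other division was 6, which argues against chance. The count is not firm, as it was 6 with the replicate number as a block and 4 without DA1-3b/D365 replicate 0. The shift of these genes as a set may also rest on correlation shared by the genes, because with the correlation estimated from the arrays the camera p was 0.102. With these few arrays the estimate cannot tell a shared response from shared noise.

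For the next lists chance cannot be excluded. Downregulated leukemia proteins had lower RNA in as many genes in 4 of 35 divisions, upregulated melanoma proteins higher RNA in 4 of 35, downregulated melanoma proteins lower RNA in 3 of 35, and as many mutated melanoma genes changed in 2 of 35. For the upregulated melanoma proteins, the other 3 divisions each set B16-F1GFP-D replicate 2 against replicates 0 and 1 of its line, so the outcome leans on that array. Without it 31 genes were higher, and 3 arrays against 3 give too few divisions to exclude chance. For the mutated leukemia genes limma called none, so all 35 divisions give a count as large by construction and the comparison cannot tell.

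The lines of the second generation were also compared with each other. Between lines DB735 and DB733, 1509 genes differed, between lines DB735 and DB739, 1181, and between lines DB739 and DB733, 39.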
